# Memory B cells are reactivated in subcapsular proliferative foci of lymph nodes

**DOI:** 10.1038/s41467-018-05772-7

**Published:** 2018-08-22

**Authors:** Imogen Moran, Akira Nguyen, Weng Hua Khoo, Danyal Butt, Katherine Bourne, Clara Young, Jana R. Hermes, Maté Biro, Gary Gracie, Cindy S. Ma, C. Mee Ling Munier, Fabio Luciani, John Zaunders, Andrew Parker, Anthony D. Kelleher, Stuart G. Tangye, Peter I. Croucher, Robert Brink, Mark N. Read, Tri Giang Phan

## Abstract

Vaccine-induced immunity depends on the generation of memory B cells (MBC). However, where and how MBCs are reactivated to make neutralising antibodies remain unknown. Here we show that MBCs are prepositioned in a subcapsular niche in lymph nodes where, upon reactivation by antigen, they rapidly proliferate and differentiate into antibody-secreting plasma cells in the subcapsular proliferative foci (SPF). This novel structure is enriched for signals provided by T follicular helper cells and antigen-presenting subcapsular sinus macrophages. Compared with contemporaneous secondary germinal centres, SPF have distinct single-cell molecular signature, cell migration pattern and plasma cell output. Moreover, SPF are found both in human and mouse lymph nodes, suggesting that they are conserved throughout mammalian evolution. Our data thus reveal that SPF is a seat of immunological memory that may be exploited to rapidly mobilise secondary antibody responses and improve vaccine efficacy.

## Abstract (web summary)

Memory B cells need to be reactivated to produce high affinity antibody responses on subsequent antigen encounters. Here the authors show that memory B cells localise to lymph node subcapsular proliferative foci (SPF), which have distinct properties from the germinal centre, for rapid expansion and the induction of B memory responses.

## Introduction

The concept of immunity dates back to Ancient Greece, with the description by Thucydides in 430BC of the protection afforded to survivors of the Plague of Athens from subsequent reinfection. Since then, vaccines have been empirically developed to harness this power of the immune system to remember past exposures to infectious organisms, and humoral immunity against common viral and vaccine antigens have been shown to provide life-long protection against reinfection^1^. This protection is mediated by neutralising antibodies secreted by long-lived plasma cells (LLPCs) and by memory B cells (MBCs) that proliferate and differentiate more rapidly than naive B cells into antibody-secreting plasma cells upon re-exposure to the antigen^2^. However, despite recent advances in our understanding of MBC heterogeneity, location and functional specialisation^3^, the precise question of where they are localised in lymph nodes and how they are reactivated to secrete neutralising antibodies is unknown.

MBCs are strategically positioned outside the B cell follicle at potential sites of antigen drainage, such as the lung following viral infection, the marginal zone in the spleen, the bone marrow and the mucosal epithelium in tonsils (reviewed in ref.^3^). In addition, MBCs accumulate in draining lymph nodes following subcutaneous immunisation^4^, where IgG1^+^ MBCs have been reported to localise adjacent to contracted GCs, whereas IgM^+^ MBCs are scattered throughout the follicle^5^. The relationship between these tissue resident MBCs and those recirculating in the peripheral blood are still unclear, although a recent study suggests that they are distinct cell types^6^.

In the lymph node, the immune response pathways for naive B cell activation in the primary antibody response have been extensively studied. CD169+ subcapsular sinus (SCS) macrophages sample the lymph and present captured antigen on their surface to activate naive B cells^7–10^. Activated B cells migrate to the T-B border^11–13^ or interfollicular zone^14^ to acquire T cell help, undergo CD40L-dependent proliferation^15^ and differentiate into either extrafollicular short-lived plasma cells, or follicular germinal centre (GC) B cells.

Here, we use intravital two-photon microscopy and single-cell RNA sequencing to deconvolute the secondary antibody response and show that the seat of B cell memory lies in a novel structure we have termed the subcapsular proliferative foci (SPF). Reactivated MBCs are shown to proliferate and differentiate into short-lived plasma cells in the SPF, which is anatomically and functionally distinct from the GC. SPF cells differ from GC B cells in terms of their motility, migratory behaviour, single-cell molecular signatures and dependence on BCR signalling for survival. Importantly, we describe similar microanatomical structures in lymph nodes from patients, demonstrating that this is an evolutionarily conserved immune response pathway.

## Results

### Resting MBCs reside in a subcapsular niche

To determine the immune response pathways involved in MBC reactivation, we adoptively transferred SW_HEL_ B cells^16^ expressing the optical highlighter Kaede^17^ and OT2 T cells^18^, and immunised recipient mice with the cognate antigen hen egg lysozyme (HEL) conjugated to ovalbumin (OVA). Mice were analysed >28 days later when the primary antibody response has resolved and antigen-specific cells are no longer proliferating (Supplementary Figure 1). After this time point, there are no persisting GCs, as demonstrated by fluorescence-activated cell sorting (FACS) analysis (Supplementary Figure 1). MBCs are able to survive independent of antigen-derived BCR signals^19^ and T cell help^20,21^, unlike GC B cells which are dependent on both^22,23^. T cell depletion experiments and inducible deletion of MHCII in responding B cells had no impact on the survival of these cells >28 days after primary immunisation (Supplementary Figure 1). Furthermore, inhibition of BCR signalling with the small molecule ibrutinib also did not impact on their survival (Supplementary Figure 1). Finally, these cells consisted of IgM^+^ and IgG^+^ cells that expressed Fas, CD80, CD86, PD-L2, CCR6, CD69, CD62L, EBI2 and CXCR3, but not S1PR1 (Supplementary Figure 2), consistent with the phenotype of murine MBCs^24^. Taken together, these data confirm that antigen-specific cells persisting >28 days after primary immunisation were bona fide MBCs and not GC B cells.

Analysis of whole-mount lymph nodes by two-photon microscopy (TPM) 70 days later revealed that while B cells were detectable in the follicle as deep as 300 μm below the surface of the capsule (Supplementary Figure 3), antigen-specific SW_HEL_ donor-derived B cells were preferentially positioned in the outer B cell follicle, where they were closely associated with CD169^+^ SCS macrophages (Fig. 1a and Supplementary Movie 1). This localisation of MBCs near sites of antigen drainage is similar to the positioning of follicular memory T cells that also patrol the subcapsular region^25^.

**Fig. 1:**
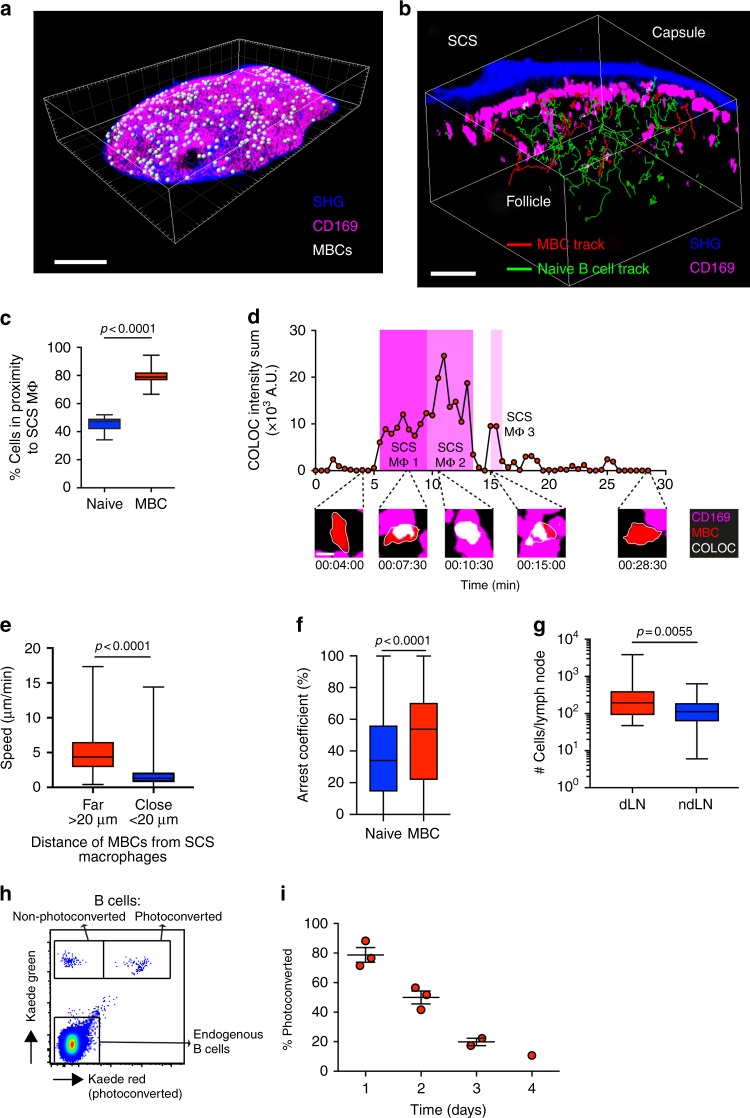
MBCs scan SCS macrophages for antigen. **a** Tiled maximum intensity projection (3072 × 2048 × 141 μm) of lymph node 70 days after HEL-OVA primary immunisation. MBC spots (white), CD169^+^ SCS macrophages (pink), SHG (blue). See also Supplementary Movie 1. Scale bar = 500 μm. **b** Maximum intensity projection (300 × 300 × 48 μm) of follicle 32 days after HEL-OVA immunisation. MBC SW_HEL_ tracks (red), naive SW_HEL_ B cell tracks (green), CD169^+^ SCS macrophages (pink), SHG (blue). See also Supplementary Movie 2. Scale bar = 50 μm. **c** Proportion of naive B cells (blue) or MBCs (red) in proximity (<20 μm) to CD169^+^ SCS macrophage surface at any given time point, number time points = 46, quantified from **b** where number naive cells = 74, number MBCs = 40. Box plots show centre line as median, box limits as upper and lower quartiles, whiskers as minimum to maximum values. **d** Maximum intensity projection of follicle 54 days after HEL-OVA primary immunisation, showing colocalisation (white) of a MBC (red) with CD169^+^ SCS macrophages (pink) over time. Interactions with three different SCS macrophages are highlighted in shades of pink. See also Supplementary Movie 3. Scale bar = 5 μm. **e** Speed of MBCs segmented based on distance from CD169^+^ SCS macrophage surface: far (<20 μm) (red) or close (>20 μm) (blue). Number of data points = 1827. Data are combined from 4 movies. Comparison between groups utilised one-tailed unpaired Student’s *t*-test. **f** Arrest coefficient of naive B cells (blue) or MBCs (red), defined as percentage of time a cell slowed down to <3μm/min. Number of naive cells = 733, MBCs = 202. Data are pooled from 4 movies. Comparison between groups utilised one-tailed unpaired Student’s *t*-test. **g** Number of donor-derived MBCs in draining inguinal lymph node (dLN) (red) compared to non-draining popliteal lymph node (ndLN) (blue). Data are from 15 mice and representative of 2 independent experiments. Comparison between groups utilised one-tailed unpaired Student’s *t*-test. **h** Identification of unphotoconverted Kaede green MBCs, photoconverted Kaede red MBCs and endogenous B cells in the draining lymph node by FACs analysis, example shown is 2 days after photoconversion. Box plots show centre line as median, box limits as upper and lower quartiles, whiskers as minimum to maximum values. **i** Kaede MBCs in the draining lymph node were photoconverted, allowed to recover from anesthesia and then harvested 1–4 days later. Graph shows proportion of photoconverted cells to non-photoconverted cells in the lymph node at indicated time points

To analyse the migration and behaviour of these MBCs by intravital imaging, we set up recipient mice in which SW_HEL_ MBCs expressed tdTomato and adoptively transferred naive B cells the day before imaging. This showed that MBCs, compared to naive B cells, were largely confined to the subcapsular region (Fig. 1b and Supplementary Movie 2). Analysis of the cell tracks and positions relative to CD169-labelled SCS macrophages showed that at any particular point in time ~80% of MBCs were located in proximity (<20 μm) to SCS macrophages (Fig. 1c). In contrast, <50% of naive B cells in the imaging volume were located in proximity to SCS macrophages. Time-lapse images showed that MBCs made frequent serial contacts with SCS macrophages, consistent with antigen surveillance behaviour (Fig. 1d and Supplementary Movie 3). In addition, MBCs in close proximity (<20 μm) to SCS macrophages had a decreased average speed compared to MBCs further away (>20 μm) from SCS macrophages (Fig. 1e) and MBCs had an increased arrest coefficient compared to naive B cells (Fig. 1f). These findings further support the conclusion that MBCs in the subcapsular region are scanning SCS macrophages in search of antigen.

We next enumerated the number of MBCs and found that there were twice as many MBCs in draining compared to non-draining lymph nodes (Fig. 1g). To determine the residence time, we photoconverted MBCs expressing the optical highlighter Kaede and tracked the ratio of resident photoconverted to newly arrived non-photoconverted cells in the lymph node (Fig. 1h). This cell tracking showed that MBCs resided in the lymph node with a half-life of 48 h (Fig. 1i), which equates to a lymph node residence time of 69 h, compared to <24 h for naive B cells^26^. These data show that MBCs preferentially accumulate in the draining lymph node where they reside in a subcapsular niche and interact with SCS macrophages.

### MBCs and naive B cells present similar migratory behaviours

Both naive and MBCs must search the lymph node for scarce antigen to be able to respond efficiently. We therefore next analysed the motility and migratory patterns of naive and MBCs to determine if they employed similar search strategies. Interestingly, cell tracking and image analysis showed that both cell populations migrated with a similar median speed (Fig. 2a), displacement (Fig. 2b) and meandering index (Fig. 2c). It should be noted that we detected very small differences in these parameters (as measured by the Kolmogorov–Smirnov *D* statistic) which were statistically significant because of the large number of cells that were tracked; however, these differences are unlikely to be of biological significance (for details see Methods). Analysis of the mean squared displacement (MSD) plot of the cell trajectories (Fig. 2d) showed that both naive and MBCs migrated with an *α* slope >1, consistent with a superdiffusive migration pattern. Model fitting of the cell trajectories using multi-objective optimisation^27^ showed that the motility of MBCs and naive B cells was best captured as heterogeneous correlated random walks (CRWs) (Supplementary Figure 4 and Methods). Accordingly, both had very similar representative track profiles (Fig. 2e). Thus, naive and MBCs patrol the subcapsular region of the lymph node using similar search strategies.

**Fig. 2:**
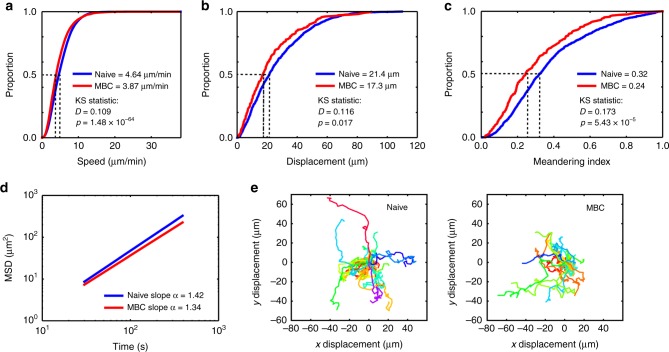
Naive and MBCs use a superdiffusive search strategy for antigen. **a** Cumulative distribution function (CDF) plot of speed for naive (blue) and MBCs (red). **b** CDF plot of displacement for naive (blue) and MBCs (red). **c** CDF plot of meandering index for naive (blue) and MBCs (red). KS statistics refer to Kolmogorov–Smirnov statistics. **d** Mean squared displacement (MSD) plot of naive (blue) and MBCs (red). All data are pooled from three independent movies. **e** Representative tracks for naive (left) and MBCs (right). Data are representative of >3 independent experiments

### MBCs cluster in the subcapsular region

To determine if the subcapsular region was also the site of MBC reactivation, we next imaged the in situ immune responses to antigen recall. In this instance, we adoptively transferred tdTomato SW_HEL_ B cells and cyan OT2 T cells and immunised with HEL-OVA to establish fluorescent MBCs that can be tracked. Mice were re-immunised >28 days later in the memory phase. On day 5 post-recall, intravital two-photon microscopy revealed that reactivated SW_HEL_ MBCs segregated into two distinct clusters, one in the subcapsular region and the other in secondary GCs (Fig. 3a and Supplementary Movie 4). Analysis of the migration pattern of reactivated MBCs at this time point showed that these two cell populations were spatially confined to their respective microanatomical compartments, and only rarely migrated into the follicular mantle zone (Fig. 3b).

**Fig. 3:**
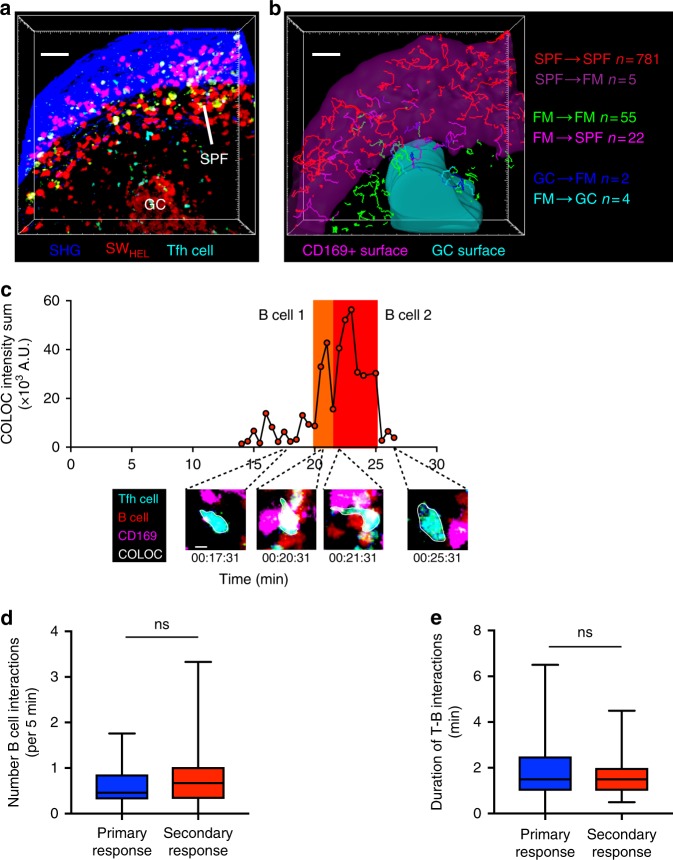
MBCs cluster and interact with Tfh cells in subcapsular foci. **a** Maximum intensity projection (504 × 465 × 31 μm) of follicle imaged 5 days after HEL-OVA secondary immunisation. SW_HEL_ B cells (red), OT2 T cells (cyan), SHG (blue). Scale bar = 50 μm. **b** Cell tracking of SW_HEL_ B cell from **a** with tracks colour coded based on migration pattern. CD169^+^ subcapsular region surface (pink) and GC surface (cyan). Representative 100 tracks out of a total of 781 in the subcapsular region are shown. See also Supplementary Movie 4. Scale bar = 50 μm. **c** Time-lapse images 5 days after secondary immunisation, showing colocalisation (white) of Tfh cells (cyan) with SW_HEL_ B cells (red). CD169^+^ SCS macrophages (pink), SHG (blue). Scale bar = 5 μm. See also Supplementary Movie 5. **d** Number of times a T cell interacts with a B cell per 5 min, 5 days after primary immunisation (blue) or secondary immunisation (red). Data are combined from 2 movies in the primary response, *n* = 30, and 4 movies in the secondary response, *n* = 33. Comparison between groups utilised one-tailed unpaired Student’s *t*-test. **e** Duration of T-B interactions 5 days after primary immunisation (blue) or secondary immunisation (red). Data is combined from 2 movies in the primary response, *n* = 49, and 4 movies in the secondary response, *n* = 49. Comparison between groups utilised one-tailed unpaired Student’s *t*-test. Box plots show centre line as median, box limits as upper and lower quartiles, whiskers as minimum to maximum values

### MBCs interact with Tfh cells in the subcapsular region

Interestingly, the subcapsular region and follicular mantle zone also contained a large number of secondary Tfh cells that migrated in a pattern that was also best captured as a superdiffusive CRW (Supplementary Figure 5). We have previously described the presence of secondary Tfh cells in the subcapsular region where they interacted with SCS macrophages^25^. However, in those studies we did not image the B cell compartment. In the current study, we show that these secondary Tfh cells also interacted with B cells in this region, as evidenced by the frequent short-lived contacts between cyan OT2 Tfh cells and SW_HEL_ MBCs (Fig. 3c and Supplementary Movie 5). These interactions are reminiscent of the brief T-B entanglements described inside GCs during primary antibody responses^28,29^, and suggest that these are productive T-B collaborations. To further characterise these T-B interactions, we also imaged the primary antibody response on day 5, when both T and B cells have colonised the follicle^25^. These data showed that the T-B interactions were similar in number (Fig. 3d) and duration (Fig. 3e) between the primary and secondary responses. These data confirm that the subcapsular region is a previously unappreciated site of T cell–B cell interaction.

### MBCs proliferate and differentiate into plasma cells in SPF

To further characterise the B cell cluster in the subcapsular region, we harvested lymph nodes on days 3 to 5 post-recall for histological analysis. This revealed that cells in the subcapsular cluster were cycling as demonstrated by staining for the proliferation marker Ki67, a property they shared with cells in the GC (Fig. 4a, b). We have therefore named this novel structure the subcapsular proliferative foci (SPF). However, in contrast to the GC, there was no staining for CD35^+^ follicular dendritic cells in the SPF. We also noted that a large fraction of SPF cells demonstrated more intense cytoplasmic staining for antibodies to HEL than GC B cells (Fig. 4c), suggesting that they were antibody-secreting plasma cells. To confirm this, we set up secondary antibody responses with SW_HEL_ B cells carrying the Blimp-1^egfp/+^ reporter to identify plasma cells in vivo^30^. As early as day 3 post-recall, analysis revealed large clusters of GFP expressing cells in the subcapsular region (Fig. 4d). We also performed histological analysis for Bcl-6 and showed that HEL-binding cells in the SPF did not express this transcription factor, further highlighting their differences from GC B cells (Fig. 4e, f). Thus, MBCs proliferate and differentiate into plasma cells in the SPF.

**Fig. 4:**
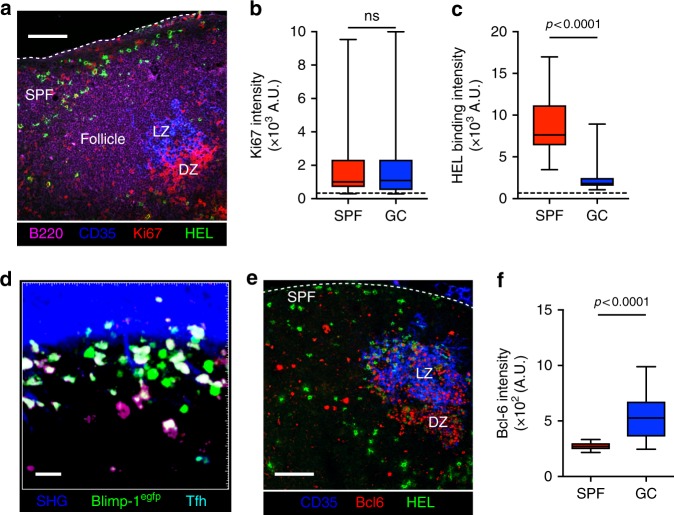
MBCs differentiate into plasma cells in SPF. **a** Representative histological section of lymph node 3 days after secondary immunisation. CD35 (blue), Ki67 (red), HEL binding (green), B220 (pink). Scale bar = 100 μm. **b** Quantification of Ki67 intensity on HEL-binding cells in SPF, *n* = 57, or GC, *n* = 72, from **a**. Comparison between groups utilised Mann–Whitney *U* test. **c** Quantification of HEL-binding intensity on HEL-binding cells in SPF, *n* = 57, or GC, *n* = 72, from **a**. Comparison between groups utilised Mann–Whitney *U* test. **d** Orthogonal maximum intensity projection (200 × 200 × 10 μm) 3 days after secondary immunisation showing Blimp-1^+^ cells (green), Tfh cells (cyan), SHG (blue). Note autoflourescent macrophages. Scale bar = 20 μm. **e** Representative histological section of lymph node 5 days after HEL-OVA re-immunisation. CD35 (blue), Bcl6 (red), HEL binding (green). Scale bar = 100 μm. **f** Quantification of Bcl-6 intensity on HEL^+^ cells in SPF B cells, *n* = 26, or GC B cells, *n* = 46. Data are representative of 5 independent experiments. Comparison between groups utilised Mann–Whitney *U* test. Box plots show centre line as median, box limits as upper and lower quartiles, whiskers as minimum to maximum values

### Two distinct subpopulations of SPF cells

Close examination of the migratory behaviour of B cells in the SPF (Supplementary Movie 4) suggested that they were heterogeneous in terms of their motility. Therefore we set up tdTomato SW_HEL_ MBCs carrying the Blimp-1^egfp/+^ reporter and re-immunised mice to determine if there were differences in cell migration and if this tracked with Blimp-1 expression. Indeed, we observed two patterns of B cell migration in the SPF based on Blimp-1 expression (Fig. 5a, b, and Supplementary Movie 6). Blimp-1^+^ cells were shown to be rounded, largely immotile and arrested on the surface of SCS macrophages, while Blimp-1^neg^ cells were highly motile and migrated with much greater speeds (Fig. 5c), displacement (Fig. 5d) and meandering indices (Fig. 5e). Notably, the differences in these parameters were both biologically (Kolmogorov–Smirnov D statistic) and statistically (Kolmogorov–Smirnov *p* value) significant. Analysis of the MSD plot of the cell trajectories showed that Blimp-1^+^ cells migrated with an *α* slope <1, consistent with an anomalous subdiffusive migration pattern (Fig. 5f). This search strategy has been suggested to increase the probability of finding nearby targets, particularly in areas where the target is abundant^31^, as might occur for antigen trapped by SCS macrophages. In contrast, Blimp-1^neg^ cells migrated with an *α* slope >1, consistent with a superdiffusive migration pattern, similar to that for naive and MBCs in the steady state (Fig. 2d). This difference in motility is apparent in the *xy* displacement patterns of representative tracks from both subpopulations (Fig. 5g). Nevertheless, model fitting of the cell trajectories using multi-objective optimisation showed that the motility of Blimp-1^+^ and Blimp-1^neg^ cells could both be modelled as inverse heterogeneous CRWs (Supplementary Figure 6 and Methods). These data show that SPF cells could be separated into two distinct populations based on their motility and Blimp-1 expression.

**Fig. 5:**
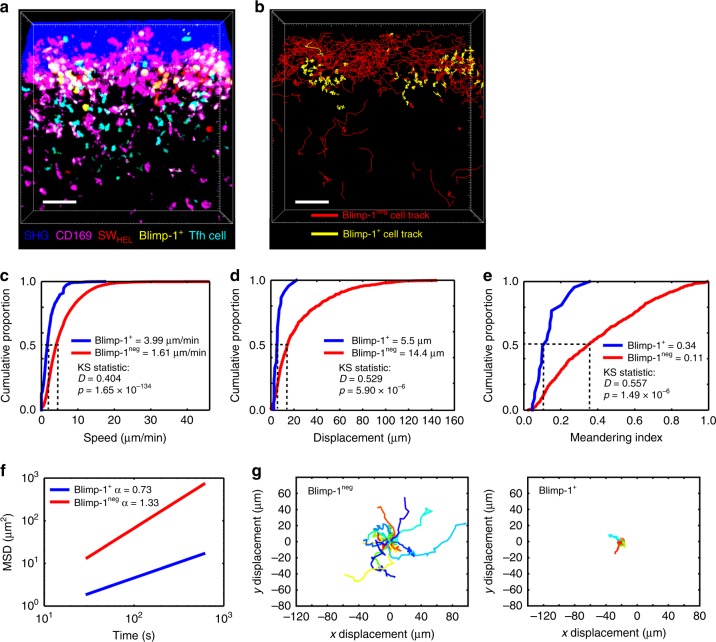
Blimp-1 expression identifies two populations of SPF cells. **a** Maximum intensity projection (360 × 360 × 20 μm) 5 days after HEL-OVA secondary immunisation. SW_HEL_ B cells (red), Blimp-1^+^ SW_HEL_ B cells (yellow, from co-expression of red and green), Tfh cells (cyan), CD169^+^ SCS macrophages (pink), SHG (blue). Scale bar = 50 μm. **b** Cell tracking analysis of **a**. Blimp-1^+^ SW_HEL_ B cell tracks (yellow), Blimp -1^neg^ SW_HEL_ B cell tracks (red) in the SPF. See also Supplementary Movie 6. Scale bar = 50 μm. **c** CDF plot of speed for Blimp-1^+^ (blue) and Blimp -1^neg^ SW_HEL_ B cells (red). **d** CDF plot of displacement Blimp-1^+^ (blue) and Blimp -1^neg^ SW_HEL_ B cells (red). **e** CDF plot of meandering index for Blimp-1^+^ (blue) and Blimp -1^neg^ SW_HEL_ B cells (red). KS statistics refer to Kolmogorov–Smirnov statistics. **f** Mean squared displacement (MSD) plot of Blimp-1^+^ (blue) and Blimp -1^neg^ SW_HEL_ B cells (red). **g** Representative tracks for Blimp-1^+^ and Blimp -1^neg^ cells in the SPF. Data are representative of 5 independent experiments

### Single-cell RNA sequencing of the memory response

To further delineate the composition of the secondary antibody response, we performed single-cell RNA sequencing of 142 FACS-sorted donor-derived SW_HEL_ B cells on day 5 post-recall (Supplementary Figure 7). Of these, 122 cells passed sequence and cell QC. 

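Each sorted tdTomato+ donor cell was made into its own RNA library with Sequin spike-ins, which are synthetic RNAs added at known amounts. The files hold 144 such libraries, 1 per cell, from 3 mice on day 5 post-recall, with 55, 50 and 39 cells. The labels place the cells in 9 RNA processing batches and 2 sequencing pools. The authors' values are the counts that kallisto estimates for each transcript, without normalization. Estimated counts were summed per gene by the GENCODE M21 annotation of GRCm38, which matched 105915 mouse transcripts, and then rounded. No cell carries a population label in the files. Every cell was therefore given the population whose metagene weights, from Supplementary Data 1, 2 and 3, took the largest coefficient in a non-negative least squares fit to its log2(CPM + 1) values, with CPM taken over the gene counts. The genes that the text and Supplementary Figure 8 name, and the marker genes tested as sets, were left out of this fit, which used 1118 genes. Counts were then summed over the cells of 1 mouse and 1 population where there were at least 3 such cells. The mouse was taken as the replicate, since cells of 1 mouse are not independent. Each population was compared with the mean of the other 2 by edgeR's quasi-likelihood F test with TMM normalization and Benjamini-Hochberg adjustment, at an adjusted p threshold of 0.1.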

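Of the 144 libraries, 2 held no more than 3690 counts in all, which leaves 142. A cell was kept when its gene counts, its number of genes detected, its mitochondrial share and its Sequin share lay within 3 median absolute deviations of the median on the side of low quality. This filter kept 130 cells, with 53, 42 and 35 from the 3 mice. It removed 14 cells, of which 9 had a Sequin share above the bound of 43.5%, 3 had a mitochondrial share above 17.9%, 3 had few gene counts and 3 had few genes detected, with some cells failing on more than 1 of these. Fixed minimums of 100000 gene counts and 1000 genes kept 141 cells. The cells that passed held between 892240 and 5533604 gene counts, with a median of 2272095. Between 2518 and 6230 genes were detected per cell, with a median of 4055.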

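Population 1 took 16 of the 130 cells, population 2 took 37 and population 3 took 77. These are 12.3% (95% exact Clopper-Pearson interval 7.20–19.2), 28.5% (20.9–37.0) and 59.2% (50.3–67.8) of the cells. The intervals here and elsewhere cover counting error only. Only 1 cell of mouse 2 fell in population 2, so 8 sums of a mouse and a population could be compared, of at least 5 cells and between 13788518 and 71373339 counts each. Of 11474 genes tested, 536 differed among the populations at the adjusted p threshold. There were 168 genes higher in population 1, 402 in population 2 and 141 in population 3, and 151, 160 and 91 genes lower. Since the cells were assigned on published gene weights, genes outside the assignment are reported apart, and 201 of 10357 of these differed. Over the alternatives the count ran from 70 genes, without mouse 1, to 2250, with DESeq2. In simulated sums with the spread of the real ones, a 16-fold change was placed in 199 of 11058 genes. The edgeR test called 55 of these (27.6%) with 2 false calls, whereas DESeq2 called 63 with 205 false calls. Non-negative matrix factorisation of the 536 genes gave a cophenetic coefficient of 1.0000 at rank 2 and at rank 3. The coefficient was 0.9775 at rank 4, 0.9599 at rank 5 and 0.9633 at rank 6. The rank 3 clusters held the same cells as the assignment in all 130 cases, but these genes were chosen because they differ among the assigned populations. On the 2000 most variable genes, chosen without regard to the assignment, the coefficient was 1.0000 at rank 2 and 0.9919 at rank 3, and rank 3 put 16 of 16, 36 of 37 and 67 of 77 cells in populations 1, 2 and 3. The SC3-like clustering kept 16, 37 and 48 of these cells in their population. Over genes outside the published lists it kept 10, 37 and 69, and placed 6 of the 16 cells of population 1 in population 3.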

Bayesian analysis of single-cell gene expression data revealed 8190 differentially expressed genes (Fig. 6a), and non-negative matrix factorisation (NMF) established that responding B cells could be most robustly and reproducibly deconvoluted into three discrete subpopulations (cophenetic coefficient = 0.999) (Fig. 6b). 

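Genes of cell division were measured in the sums per mouse. *Mki67* (ENSMUSG00000031004), a marker of dividing cells, lies on chromosome 7 of GRCm38 from 135689784 to 135716361. It reached 670 ± 414 CPM (SD, n = 3 mice) in population 1, 81.7 ± 1.97 (n = 2) in population 2 and 11.3 ± 19.2 (n = 3) in population 3. The log2 fold change of 4.47 (standard error 1.479) for population 1 against the mean of the others did not pass the threshold (adjusted p = 0.195 from edgeR). It passed with DESeq2 (0.0192), with no filter on low counts (0.0389), with the SC3-like clustering in place of the assignment (0.0952) and without mouse 2 (0.0111), whose population 3 held 33.4 CPM against less than 1 in the other mice. Without mouse 3 the adjusted p was 0.539, and all alternatives lay between these values. *Ccnb1* (ENSMUSG00000041431), which encodes cyclin B1, lies on chromosome 13 from 100778650 to 100786570. Its mean of 983 ± 429 CPM in population 1 compares with 78.9 ± 22.7 in population 2 and 7.18 ± 12.1 in population 3. The log2 fold change was 5.37 (standard error 1.44, adjusted p = 0.126 from edgeR) and passed under DESeq2 (0.00184), no filter on low counts (0.00721), the SC3-like clustering (0.0094), at most 5 cells per sum (0.0943) and without mouse 2 (0.0110). Its adjusted p ran from 0.00184 to 0.526 over the alternatives. Both genes were higher in population 1 than in population 3 in 3 of 3 mice, and than in population 2 in mice 1 and 3, the mice with a sum of population 2. Across the 24 genes that the paper names and that were fixed in advance, 8 were higher in their population when adjusted over all genes tested and 20 when adjusted over the list alone. The latter is not independent evidence, because the study chose these genes on the same cells. Among genes the paper does not name, *Gpsm2* (ENSMUSG00000027883, chromosome 3, 108678638 to 108722309), which encodes a protein of spindle orientation, reached 100.6, 151.1 and 141.1 CPM in population 1 of mice 1, 2 and 3 and at most 0.0607 CPM in any sum of the other populations (adjusted p = 0.00469 from edgeR, and 0.133 without mouse 1). Few cells carry these sums, since 5 of 16 cells of population 1 held 50 CPM or more of *Gpsm2* and the median cell held 0.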

Population 1 was characterised by expression of genes related to somatic hypermutation, cell division and mitosis that are typically associated with GC B cells such as *Aicda, Mki67* and *Ccnb1* (Fig. 6c, Supplementary Figure 8 and Supplementary Data 1). 

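*Jchain* (ENSMUSG00000067149), the joining chain of secreted IgM and IgA, lies on chromosome 5 from 88519809 to 88527891. It reached 63370 ± 1456 CPM (SD, n = 2 mice) in population 2, 1053 ± 772 (n = 3) in population 1 and 48.8 ± 24.6 (n = 3) in population 3, and whether its low level in the last comes from other libraries of the pool could not be settled. The log2 fold change of population 2 against the mean of the others was 8.13 (standard error 0.52, adjusted p = 5.66e-05 from edgeR). *Spcs3* (ENSMUSG00000054408), a subunit of the signal peptidase, lies on chromosome 8 from 54520433 to 54529998. Its 1036 ± 322 CPM in population 2 stood against 56.5 ± 36.3 in population 1 and 66.2 ± 37.1 in population 3, a log2 fold change of 4.08 (standard error 0.56, adjusted p = 0.00409 from edgeR). Without mouse 1 the adjusted p was 0.167, and with at most 5 cells per sum it was 0.154, in a range from 3.20e-06 to 0.167 over the alternatives. *Xbp1* (ENSMUSG00000020484), a transcription factor of the unfolded protein response, lies on chromosome 11 from 5520659 to 5525893. Population 2 held 8113 ± 1518 CPM, population 1 held 132.3 ± 62.9 and population 3 held 186 ± 65.6. For this gene the log2 fold change was 5.69 (standard error 0.36, adjusted p = 5.59e-05 from edgeR). In each of these genes both sums of population 2 lay above all 6 others.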

Population 2 was characterised by expression of genes typically associated with endoplasmic reticulum stress and antibody secretion by plasma cells^32^ such as *J chain, Spcs3* and *Xbp1* (Fig. 6c, Supplementary Figure 8 and Supplementary Data 2). Population 3 was characterised by expression of genes typically associated with MBC trafficking and cell positioning in the outer follicle such as *Sell, Ccr6* and *Gpr183* (Fig. 6c, Supplementary Figure 8 and Supplementary Data 3). 

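*Ccr6* (ENSMUSG00000040899), on chromosome 17 from 8236043 to 8257141, encodes a receptor for the chemokine CCL20. It was counted at 367 ± 120 CPM (SD, n = 3 mice) in population 3, 15.4 ± 25.9 (n = 3) in population 1 and 0.711 ± 0.320 (n = 2) in population 2, a log2 fold change of 6.78 (standard error 1.53, adjusted p = 0.0847 from edgeR). This call was lost without mouse 1 (adjusted p 0.406), without mouse 2 (0.171), with the mouse as a block (0.168), with cells thinned to one depth (0.121), with at most 5 cells per sum (0.123) and at the stricter threshold of 0.05. The lowest adjusted p over its alternatives was 0.00244, with no filter on low counts. *Gpr183* (ENSMUSG00000051212), the receptor EBI2, lies on chromosome 14 from 121952551 to 121965195. It reached 219 ± 64.3 CPM in population 3 against 26.4 ± 44.3 in population 1 and 7.71 ± 4.80 in population 2. Its log2 fold change of 3.94 (standard error 1.43, adjusted p = 0.231 from edgeR) passed the threshold with DESeq2 (0.0536), the SC3-like clustering (0.0446) and NMF at rank 3 (0.0604), in a range from 0.0446 to 0.498. All 3 sums of population 3 lay above the 5 sums of the other populations for both genes.

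**Figure D1:**
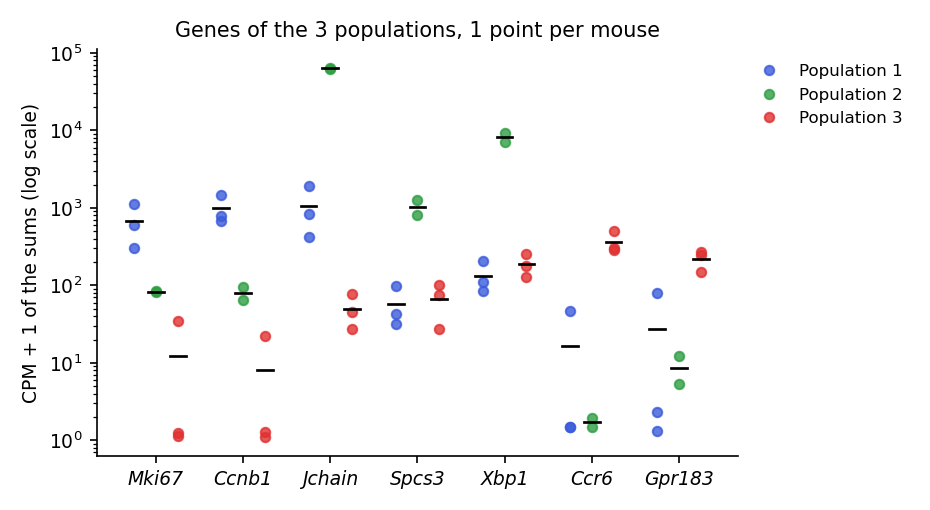
Levels of 7 genes named for the populations, in CPM + 1 on a log scale. Each point is the sum of the cells of 1 mouse in 1 population and each line is the mean over mice; the highest mean is 63370 CPM, for *Jchain* in population 2.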

We next performed gene set enrichment analysis (GSEA) to confirm the identity of these three populations. This showed that population 1 was highly enriched for genes associated with GC (Fig. 6d and ref.^33^), population 2 for genes associated with plasma cell (Fig. 6e and ref.^34^) and population 3 for MBC signature genes (Fig. 6f and ref.^34^). Thus, in agreement with the intravital imaging, the SPF can be readily resolved into plasma cells and a second population of SPF B cells with features of MBCs by single-cell RNA sequencing.

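Lists of 16 marker genes each for GC B cells, plasma cells and MBCs were written before the data were examined, and none of these genes was used to assign cells. They stand in for the published signatures, which were not used here. Of the 16 genes, 10, 14 and 12 are also listed in the Supplementary Data file of the same population. Those weights come from the same cells, and they had been seen when the genes to be named were fixed. The lists are therefore not independent of the paper's own analysis. Limma's camera test, with a preset correlation of 0.01 between genes, was run for each list in each population. In population 1 the GC list was higher (p = 7.62e-13, 3.43e-12 after adjustment over the 9 tests), with all 16 genes above the mean of the other populations. In population 2 the same held for the plasma cell list (p = 1.62e-20, adjusted 1.46e-19) and in population 3 for the MBC list (p = 9.74e-09, adjusted 2.92e-08), again in 16 of 16 genes on limma's scale. All of these calls held with an estimated correlation (p = 0.00324, 0.0013 and 0.00665) and with the fry rotation test (p = 0.000748, 5.98e-06 and 0.000135). With the estimated correlation, the MBC list did not pass without mouse 1 (p = 0.126), without mouse 3 (0.0844) or with only the genes of Supplementary Data 1, 2 and 3 as background (0.0512). No other pairing of a list with a population was higher. With the SC3-like clustering, the MBC list was also higher in population 1 by camera (p = 0.0179) but not by fry (0.0524). Gene by gene, edgeR called 2 GC genes, 12 plasma cell genes and 5 MBC genes (*Ccr6*, *Cd38*, *Bach2*, *Ccr7* and *Fcer2a*), all of them higher.

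**Figure D2:**
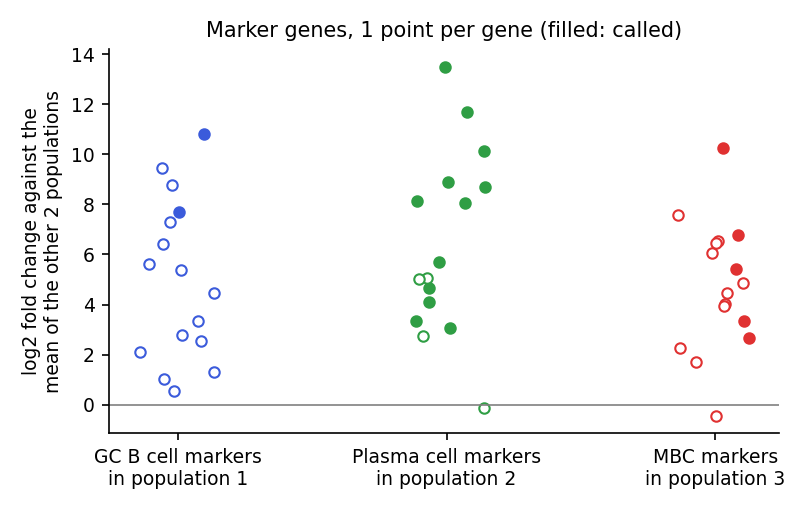
The log2 fold change of each marker gene in its population against the mean of the other 2, from edgeR, with called genes filled. In this fit 16 of 16 GC genes, 15 of 16 plasma cell genes and 15 of 16 MBC genes lie above 0; values near the top belong to genes with almost no counts in the other populations and are not bounds.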

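The share of each population varied between the mice. Population 2 made up 29 of 53 cells (54.7%) in mouse 1, 1 of 42 (2.38%) in mouse 2 and 7 of 35 (20.0%) in mouse 3. Population 3 made up 19, 35 and 23 of these cells (35.8%, 83.3% and 65.7%), and population 1 made up 5, 6 and 5 (9.43%, 14.3% and 14.3%). The difference between mice was larger than shuffling allows (permutation test on chi-square, which takes differences in either direction, p = 1e-05, the smallest that 100000 shuffles can give). It held when labels were shuffled within RNA batches (permutation p = 6e-05). In the batches that hold cells of more than 1 mouse, the permutation p was 0.0133 in batch 3, 0.00045 in batch 5 and 0.062 in batch 6. Each population was found in all 3 mice. From the gene signatures of populations 2 and 3, taken together with its intravital imaging, the paper concludes that the SPF holds plasma cells and, beside them, B cells with features of MBCs. The labels of the sequenced cells give no place in the lymph node, so their RNA alone cannot locate them.

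**Figure D3:**
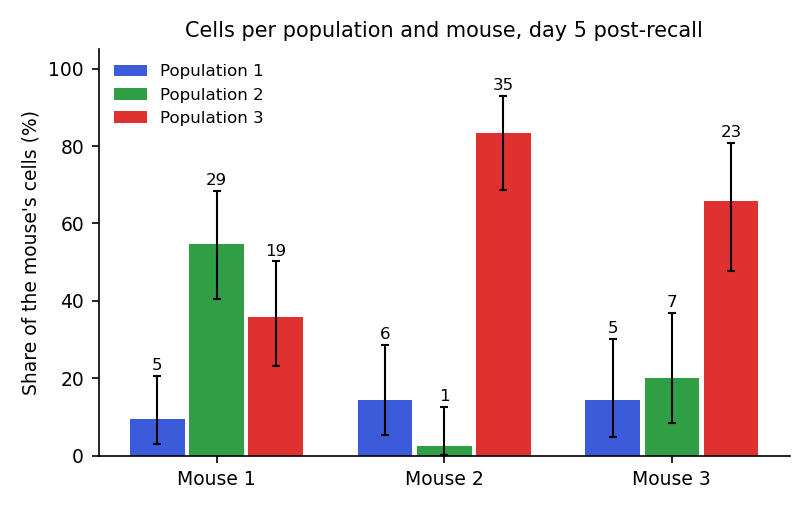
Share of the cells of each mouse in each population, in percent, with 95% exact Clopper-Pearson intervals and the number of cells above each bar. Population 2 is the largest in mouse 1 with 29 cells and the smallest in mouse 2 with 1 cell.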

**Fig. 6:**
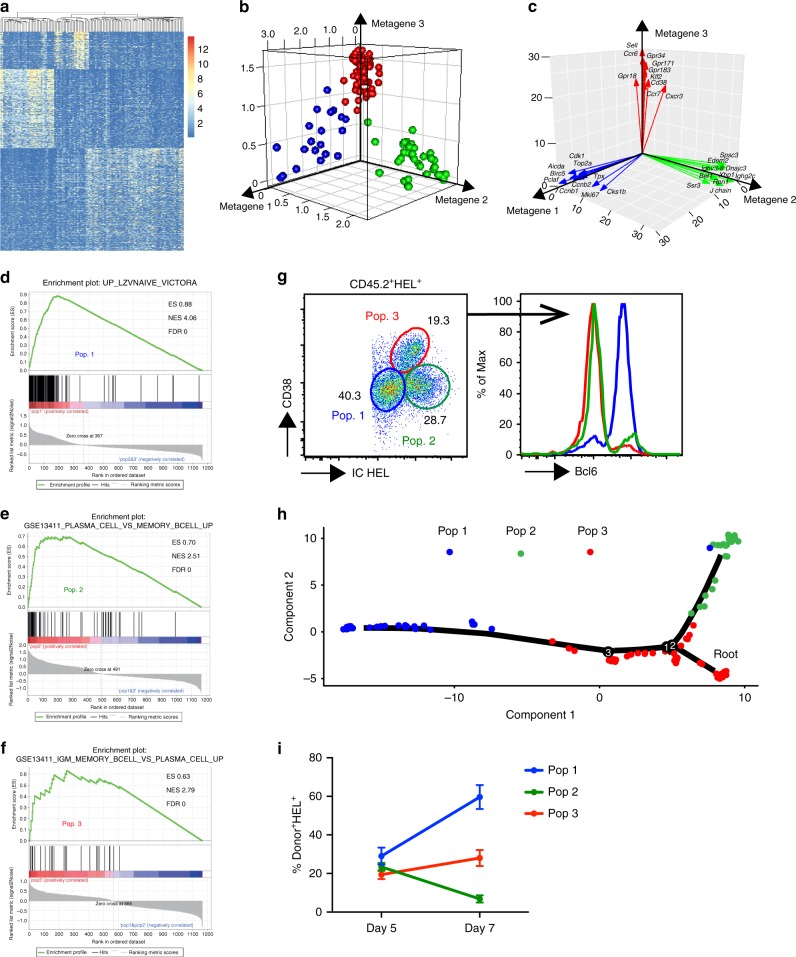
Deconvolution of the secondary antibody response by single-cell RNA sequencing. **a** Heatmap showing 8190 differentially expressed genes from 122 single SW_HEL_ donor-derived B cells. **b** Deconvolution of 122 single cells into three populations by expression of metagenes 1, 2 and 3 by NMF. **c** Vector diagram showing individual gene contributions to the metagenes 1, 2 and 3. **d** GSEA identifies population 1 as GC. **e** GSEA identifies population 2 as plasma cell. **f** GSEA identifies population 3 as MBCs. **g** Flow cytometric analysis of donor-derived HEL-binding B cells 4 days after HEL-OVA re-immunisation showing CD38, intracellular (IC) HEL-binding immunoglobulin and Bcl-6 expression on the 3 populations. **h** Pseudotime analysis of single-cell RNA sequencing data. **i** Proportion of 3 populations by flow cytometric analysis of donor-derived HEL-binding B cells 5 and 7 days after HEL-OVA re-immunisation. Data are representative of two independent experiments with 5 mice per time point

Using differentially expressed genes from the single-cell transcriptomic analysis, we were able to resolve these same three cell populations by both surface and intracellular FACS analysis, thereby enabling precise tracking of the SPF. Hence, population 1 were CD38^lo^ cells that expressed low levels of immunoglobulin and were Bcl-6 positive; population 2 were CD38^int^ cells that expressed intermediate levels of immunoglobulin and were Bcl-6 negative; and population 3 were CD38^hi^ cells that expressed high levels of intracellular immunoglobulin and were Bcl-6 negative (Fig. 6g). Alternatively, population 1 could be identified by surface staining as CD38^lo^CD138^neg^B220^hi^CCR6^neg^ GC B cells; population 2 as CD38^lo^CD138^+^B220^lo^CCR6^neg^ plasma cells; and population 3 as CD38^hi^CD138^neg^B220^hi^CCR6^+^ MBCs (Supplementary Figure 9). Notably, both population 2 and 3 expressed CXCR3 and Sca-1 (Supplementary Figure 9) indicating that these surface markers can also be used to discriminate between SPF and GC B cells.

### Pseudotime analysis of lineage trajectories

To further characterise the relationship between these three cell populations, we performed pseudotime analysis to infer their lineage trajectories^35^. This showed that a large distance separated population 1 from population 2 and 3, which were closely spaced in pseudotime (Fig. 6h). Thus, in accordance with the imaging data, responding B cells can be separated into GC and SPF cells, and the latter separated again into plasma cell and SPF cells with MBC-like properties. 

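Distances were taken between the mean log2(CPM + 1) profiles of the populations within a mouse, over the genes tested for differences. They could be measured among all 3 populations in mice 1 and 3. In mouse 1 the Euclidean distance was 198 from population 1 to 2, 190 from 1 to 3 and 155 from 2 to 3. In mouse 3 these distances were 195, 165 and 172. The distance between populations 2 and 3, divided by the mean of the other 2 distances, was 0.879 ± 0.109 (SD, n = 2 mice), with 0.801 in mouse 1 and 0.956 in mouse 3. With only 2 mice, an exact sign test cannot go below p = 0.5. Randomly drawn groups of 5 cells from population 3 of the same mouse lay 162, 159 and 161 apart in mice 1, 2 and 3, and groups of 5 cells from population 2 of mouse 1 lay 140 apart. With at most 5 cells per mouse and population, the distances between populations ran from 195 to 220, and the ratio was 0.987, with 0.900 in mouse 1 and 1.074 in mouse 3, where populations 2 and 3 became the farthest pair (212). The ratio was 1.15 with the SC3-like clustering and 1.57 as gaps in diffusion pseudotime, the alternative that moved it most. In diffusion pseudotime rooted in a population 3 cell, the median was 0.135 in population 1, 0.228 in population 3 and 0.916 in population 2, on a scale from 0 to 1. These medians give positions from 1 root cell. Populations on different branches can share a value, so gaps between medians are not distances between populations. Diffusion pseudotime stood in for the authors' Monocle2 ordering, which was not run here.

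**Figure D4:**
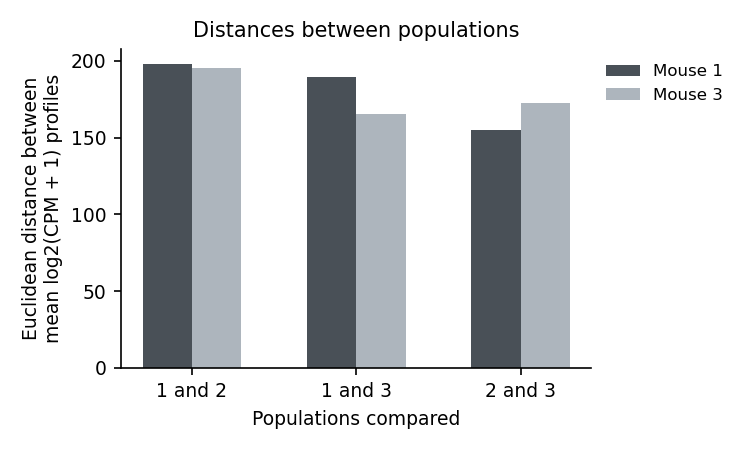
Euclidean distances between the mean log2(CPM + 1) profiles of the populations, for the mice with at least 3 cells of each population. Populations 2 and 3 are the closest pair in mouse 1 (155), and populations 1 and 3 are the closest in mouse 3 (165).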

As plasma cells are terminally differentiated, this pseudotemporal ordering also suggests the population 2 plasma cells can arise from a subset of population 3 SPF B cells. To further determine the origin of population 2 plasma cells, we compared the secondary antibody response on day 5 and 7. This showed that, consistent with their expression of CXCR3, the plasma cells were short-lived and decreased between day 5 and 7 (Fig. 6i). At the same time there was an increase in the proportion of population 1 GC B cells and no change in the proportion of population 3 SPF B cells. This suggests that the plasma cells in the SPF are unlikely to be derived from secondary GCs, as one would expect a concomitant increase in plasma cells as the GC expands and matures^36^. Thus, the imaging and single-cell RNA sequencing confirm that short-lived plasma cells are generated from MBCs in the SPF.

### SPF cell survival independent of Btk-mediated BCR signalling

To test the role of T cell help in the generation of the SPF, we set up recipient mice with SW_HEL_ MBCs carrying the *H2-Ab1*^fl/fl^.*Cd79a*.Cre^ERT2^ alleles to enable inducible deletion of MHCII in MBCs by tamoxifen administration >28 days after primary immunisation. Mice were then re-immunised 7 days after tamoxifen treatment (Fig. 7a). Compared to the mice administered vehicle control, this lead to significant reductions in all three cell populations, indicating that SPF B cells and plasma cells, similar to GC B cells, required T cell help for their development.

**Fig. 7:**
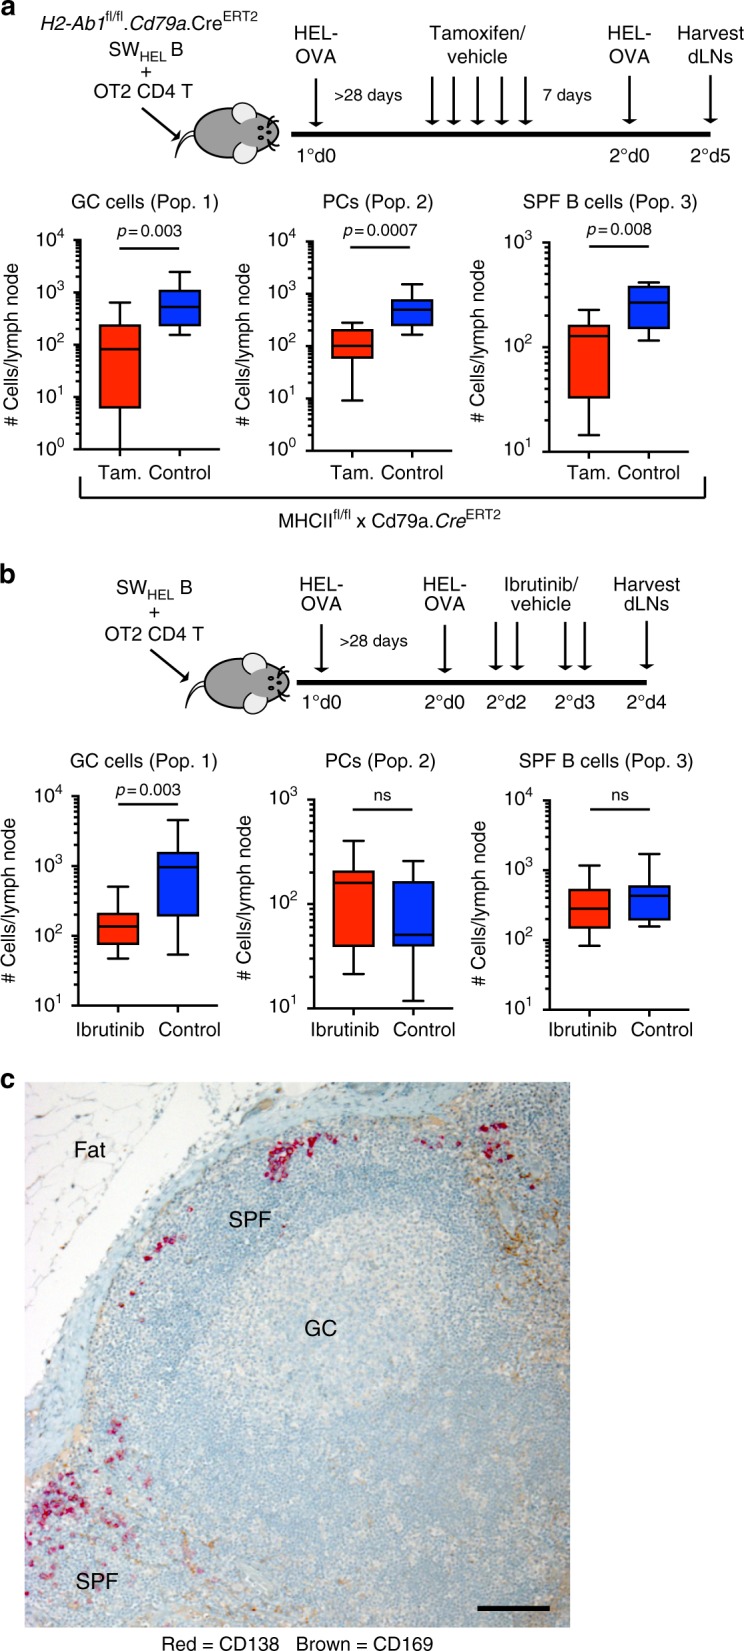
Molecular regulation of the subcapsular proliferative foci. **a** Enumeration of population 1, 2 and 3 in the secondary response following inducible deletion of MHCII. Data is representative of three experiments with *n* = 6 each group. Comparison between groups utilised one-tailed unpaired Student’s *t*-test. **b** Enumeration of population 1, 2 and 3 in the secondary response following ibrutinib treatment after reactivation of MBCs. Data are representative of 2 experiments with *n* = 5 each group. Comparison between groups utilised one-tailed unpaired Student’s *t*-test. Box plots show centre line as median, box limits as upper and lower quartiles, whiskers as minimum to maximum values. **c** Representative immunohistochemical analysis of draining cervical lymph node from a patient with head and neck cancer showing CD169 (brown) and CD138 (red) expression. Hematoxylin nuclear counterstain (blue). Scale bar = 100 μm

To delineate the role of BCR signalling in the maintenance of the SPF response, we re-immunised mice and 2 days later, when the SPF is established, administered the Btk small molecule inhibitor ibrutinib (Fig. 7b). This resulted in a significant reduction in the number of GC B cells, but had no effect on the number of SPF B cells or plasma cells, suggesting that cells in the SPF were not dependent on Btk-mediated BCR signals for their survival. Since ibrutinib treatment had no effect on survival of MBCs (Supplementary Figure 1), this suggests that Btk-mediated BCR signalling is required for initial activation of MBCs but not for the survival of MBCs in the SPF, whereas it is required for survival of GC B cells. This is consistent with clinical data showing that ibrutinib depletes pre-germinal centre B cells but not isotype-switched memory B cells in patients with chronic lymphocytic leukaemia^37^. Since ibrutinib may affect the initial activation of MBCs, we also administered ibrutinib before and during activation of the secondary response (Supplementary Figure 10). As expected, this resulted in a significant reduction in the number of GC B cells as well as SPF B cells and a statistically non-significant reduction in the number of plasma cells. Thus, Btk-mediated BCR signalling is required for MBC reactivation and the survival of GC B cells, but not the survival of SPF B cells and plasma cells.

Finally, we asked if this novel structure was unique to the mouse or if it is also present in human lymph nodes. Analysis of serial sections from inflamed lymph nodes revealed clusters of CD138^+^ plasma cells in the subcapsular region in contact with CD169^+^ SCS macrophages in 3/3 patients (Fig. 7c). This distribution of plasma cells in the lymph node follicle of patients with ongoing immune responses was strikingly similar to the images of the SPF in murine lymph nodes (Fig. 4a).

## Discussion

Long-lived humoral immunity is initially dependent on the secretion of neutralising antibodies by LLPCs. In the event of inadequate antibody titres, MBCs provide a critical second line of defence by rapidly proliferating and differentiating into plasma cells. It was previously noted that MBCs often localised to extrafollicular sites that are exposed to antigen, such as the splenic marginal zone, and that this efficient access to antigen was proposed to contribute to the rapid kinetics of the secondary antibody response^38^. However, it is unclear what supporting cells and structures are available in these sites to capture and present antigen and also provide T cell help. Here, we have focussed on the localisation and reactivation of MBCs in skin draining lymph nodes following subcutaneous immunisation. Our data show that resting MBCs preferentially accumulate in the draining lymph node where they reside in close proximity to CD169^+^ SCS macrophages that are specialised to capture and present antigen to B cells^39–41^. This same niche is also occupied by follicular memory T cells^25^, innate-like lymphocytes^42^ and NKT cells^43^ that are similarly well-adapted to provide the co-stimulatory signals, such as CD40L, and cytokines, such as IL-4^44^, that are needed to expedite the secondary antibody response. Notably, we show that, upon antigen recall, MBCs cluster and organise into a novel structure, the SPF, where antigen and T cell help is concentrated to facilitate plasma cell differentiation.

To study the dynamics of MBC localisation and reactivation in situ, we have established an experimental system in which, after 28 days, the primary antibody response has resolved and there are no persisting GCs. This was confirmed by the absence of Ki67 staining, the CD38^hi^ phenotype of the MBCs and their survival independent of Btk-derived BCR signals and T cell help. The survival of MBCs in our system following ibrutinib treatment is in agreement with their antigen-independence^19^, but contrasts with recent data showing MBC survival is dependent on Syk. However, Btk only mediates active antigen-derived BCR signals, whereas Syk mediates both active and ‘tonic’ BCR signals independent of antigen, possibly downstream of its activation by Fc receptors, integrins or C-type lectins^45^, and this may account for the discrepancy. Consistent with this, Btk has recently been shown to be dispensable for mature B cell survival^46^ and ibrutinib treatment has been shown to deplete pre-GC B cells but not MBCs in patients with chronic lymphocytic leukaemia^37^.

Intravital imaging of resting MBC dynamics show that they adopt a CRW and superdiffusive migration pattern, similar to that for naive B cells. In a CRW, cells migrate with a directional persistence or bias that may reflect the influence of chemokine gradients. In this regard, it is notable that MBCs in the lymph node express the chemokine receptors CXCR3, which is associated with the positioning of cells in the periphery of the lymph node^47^, EBI2, which is associated with positioning of cells in the outer follicle^48,49^, and CCR6, which is associated with the positioning of cells near the SCS^50^. By using a superdiffusive search strategy, MBCs are able to migrate over large distances and cover large areas in short periods of time, and this optimises the efficiency of their search for rare cognate antigens^51,52^. Our data also indicate that MBCs reside in the lymph node with a residence time of 69 h; this lymph node retention is probably mediated, in part, by their CD69 expression, S1PR1 downregulation and desensitisation to S1P gradients^53^.

We show that upon re-exposure to antigen, MBCs clustered and organised themselves around two transient structures, the GC and the SPF. The SPF is a large surface that extends along the floor of the SCS and consists of B cells, Tfh cells and CD169^+^ SCS macrophages. Intravital imaging showed that B cells were spatially confined to these two microanatomical compartments and did not cross over from one to the other. Specifically, we did not observe migration of cells from the GC into the SPF, suggesting that SPF cells do not originate from the GC. Within the SPF, secondary Tfh cells were observed to interact with B cells, indicating that this is an important site for productive T cell–B cell interaction. We have previously shown that follicular memory T cells are activated by SCS macrophages and undergo rapid intrafollicular expansion in the subcapsular region to generate secondary Tfh cells^25^. Our new data suggest that these secondary Tfh cells localise in the SPF to provide T cell help to SPF B cells. While proliferation of B cells at the perimeter of the follicles in the spleen had been previously described in the primary antibody response^54^, under these circumstances naive B cells are still required to migrate to the T-B border to acquire T cell help. Thus, this efficient engineering of the secondary response, whereby antigen and T cell help is concentrated in one site, contrasts with the primary response, where naive B cells must first be activated by antigen in the subcapsular region^8–10^ before they are permitted to migrate to the T cell–B cell border^15^ and interfollicular regions^14^ to acquire T cell help.

While both the GC and SPF were sites of proliferation, there are several key differences between the SPF and the GC in terms of location, structural organisation and function. Firstly, the GC is located deeper in the B cell follicle, whereas the SPF is peripherally located just beneath the SCS. Secondly, unlike the GC, the SPF is Bcl-6 negative and is not organised into light zones containing FDCs and dark zones containing proliferating cells. Thirdly, and perhaps most importantly, the SPF is a site of high plasma cell output where up to 60% of the cells are plasma cells. In contrast, plasma cell output from the GC is very low due to stringent quality controls that limit plasma cell differentiation to <3% of the high affinity GC B cells^55^. These data suggest that the function of the SPF is to rapidly generate large numbers of antibody-secreting plasma cells in order to swiftly neutralise the offending pathogen. On the other hand, the function of secondary GCs is to further mature the BCR and generate high affinity plasma cells, a process that may be too slow to prevent overwhelming infection. Interestingly, SPF plasma cells express CXCR3, suggesting that they are short-lived plasma cells^32^. This was confirmed by the decline in plasma cells from day 5 to 7 of the secondary antibody response.

Intravital imaging of cellular dynamics in the SPF revealed two distinct cell migration patterns which correlated with Blimp-1 expression. Blimp-1^+^ SPF cells were rounded and immotile and migrated slowly over small search areas in a subdiffusive pattern. In terms of search strategy, this behaviour has been suggested to increase the probability of finding nearby targets, particularly in areas where the target is abundant^31^, as might occur for antigen trapped by SCS macrophages in the SPF. In contrast, a second population of Blimp-1^neg^ cells were highly motile and migrated in a superdiffusive search pattern similar to that observed for naive and MBCs in the resting lymph node. Deconvolution of the secondary antibody response by single-cell RNA sequencing showed that this population expresed *Sell, Ccr6* and *Cd38* and shared gene expression signatures with MBCs. Thus, in addition to plasma cells, our studies reveal that the SPF is also a site for further MBC differentiation. It is interesting to speculate what ‘targets’ these MBCs are searching for in the SPF, whether it is antigen or T cell help or other signals required to complete their differentiation programme. These ‘secondary’ MBCs may be similar to ‘early’ MBCs generated outside the GC in primary antibody responses^56^ and it remains to be seen how they contribute to B cell memory and humoral immunity.

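Single cells were counted as carrying a gene at 50 CPM or more. In population 3, 48 of 77 cells (62.3%) reached this level for *Ccr6* and 61 (79.2%) for *Cd38*. In population 1, these genes reached it in 1 and 7 of 16 cells. In population 2, *Cd38* reached it in 17 of 37 cells (45.9%). No population 2 cell reached it for *Ccr6*, and 0 of 37 cells allows a share of up to 8.11%, taken as 3 of the 37 cells. *Cd38* (ENSMUSG00000029084) lies on chromosome 5 of GRCm38 from 43868553 to 43912375. Its level in the sums was 649 ± 247 CPM (SD, n = 3 mice) in population 3, 112.8 ± 44.7 (n = 3) in population 1 and 92.7 ± 9.23 (n = 2) in population 2. The log2 fold change was 2.67 (standard error 0.42, adjusted p = 0.0217 from edgeR). With mice 1, 2 and 3 left out in turn, the adjusted p was 0.153, 0.103 and 0.269, and over all alternatives it ran from 1.05e-05 to 0.269.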

A key question arising from our study is what determines the MBC fate decision to enter the SPF or GC. Recent studies have documented heterogeneity in the MBC pool in terms of immunoglobulin isotype and propensity to differentiate into GC B cells or plasma cells. In particular, it has been shown that IgM^+^ MBCs preferentially re-enter GCs and IgG1^+^ MBCs preferentially differentiate into plasma cells^57,58^. This imprinting of the MBC response also tracks with CD80 and PD-L2 expression^59^, and may relate to increase expression of FOXP1 in IgM^+^ MBCs, which has been shown to repress *PRDM1, IRF4* and *XBP1* to restrain plasma cell differentiation^60^. However, these are generalisations and indeed class-switched MBCs have also been shown to recycle through the GC and further mutate their BCR^61^. Nevertheless, it will be interesting to determine if immunoglobulin isotype also dictates the SPF versus GC cell fate in future studies. Our data from inducible deletion of MHCII on MBCs before antigen recall indicate that development of the SPF, similar to the GC, is dependent on T cell help. Interestingly, inhibition of BCR signalling with the small molecule Btk inhibitor ibrutinib selectively decreased the number of GC B cells without affecting the number of SPF cells. This suggests that, once established, the survival of B cells in the SPF is independent of Btk-mediated BCR signalling. Moreover, these data provide further support for the notion from the intravital imaging that SPF cells do not originate from the GC. This is confirmed by analysis of the single-cell gene expression trajectories by pseudotime and changes in the cellular composition of the response on day 5 and day 7.

In summary, we have identified the SPF as a novel immune response pathway for the reactivation of MBCs in immune animals. The efficient intrafollicular expansion and plasma cell differentiation of antigen-specific MBCs in SPF, where antigen and T cell help is concentrated, provides a previously unappreciated mechanism for the rapid kinetics of the secondary antibody response. Importantly, it is this rapid secretion of antibodies that protects the host from reinfection, well before LLPCs derived from secondary GCs are generated. These data establish the SPF as the seat of B cell memory, and as an evolutionarily conserved immune response pathway that may be targeted to improve human vaccine efficacy.

## Methods

### Mice

SW_HEL_ mice expressing a knock-in BCR against hen egg lysozyme (HEL)^16^ were maintained on a C57BL/6J or C57BL/6-SJL.Ptprc^a/a^ congenic background. Mice expressing tdTomato were generated by crossing floxed tdTomato reporter (007914; B6.Cg-*Gt(ROSA)26Sor*^*tm14(CAG-tdTomato)Hze*^/J)^62^ with *ROSA26*-Cre mice that ubiquitously expresses Cre recombinase (003474; B6.129S4-*Gt(ROSA)26Sor*^*tm1Sor*^/J)^63^. Kaede (KD) transgenic mice (Tg(CAG-Kaede)#Kgwa)^17^, Blimp-1^gfp^ reporter mice^30^ and tdTomato mice were crossed to SW_HEL_ mice to obtain fluorescent SW_HEL_ B cells on a C57BL/6J background. MHCII^fl/fl^ mice (013181; B6.129 × 1-*H2-Ab1*^*tm1Koni*^*/*J)^64^ were bred with *Cd79a*.CreERT2^65^ and SW_HEL_ mice, and maintained on C57BL/6-SJL.Ptprc^a/a^ congenic background. KD transgenic mice, CFP transgenic mice expressing cyan fluorescent protein under the β–actin promoter (Tg(ACTB-ECFP)1Nagy/J)^66^ and Thy1.1 congenic mice (000406; B6.PL-*Thy1*^*a*^/CyJ)^67^ were crossed to OT2 TCR transgenic mice (B6.Cg-Tg(TcraTcrb425Cbn/J))^18^, and maintained on a C57BL/6 background. C57BL/6 and C57BL/6-SJL.Ptprc^a/a^ congenic mice were purchased from Australian BioResources (Moss Vale, Australia). SAP-deficient mice (B6.129S6-Sh2d1atm1Pls/J)^68^ were maintained on a C57BL/6J background. All mice were bred and maintained in specific pathogen-free conditions at Australian BioResources. Animal experiments were approved by the Garvan Institute of Medical Research/St Vincent’s Hospital Animal Ethics Committee and complied with all relevant regulations.

### Adoptive cell transfer and immunisations

OT2 T cells were enriched by negative depletion with biotinylated antibodies for anti-B220 clone RA3-6B2, anti-CD11b clone M1/70, anti-CD11c clone HL3, anti-CD8 clone 53-6.7, and SW_HEL_ B cells were enriched by negative depletion with biotinylated antibodies for anti-CD11b, anti-CD11c, anti-CD4 clone GK1.5, anti-CD43 clone S7 (all from BD Bisociences) and MACs anti-biotin magnetic beads (Miltenyi). Purity of CD4^+^ V_α_2^+^ OT2 T cells was typically 70–80% and B220^+^ HEL-binding SW_HEL_ B cells >99% as determined by FACs analysis. 2.5 × 10^5^ CD4^+^Vα2^+^ OT2 T cells and B220^+^ HEL-binding SW_HEL_ B cells were adoptively transferred into age and sex matched 6–9-week-old C57BL/6 or SAP-deficient recipient mice. Recipient mice were immunised the next day by subcutaneous injection with 20 μg HEL-OVA in Sigma Adjuvant System (SAS, Sigma) in the lower flank and base of tail. For memory responses, mice that had been immunised were rested for at least 28 days and then re-challenged with 40 μg HEL-OVA in SAS injected subcutaneously in the lower flank and base of tail. HEL was conjugated to OVA_323–339_ peptide (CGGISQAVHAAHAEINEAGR) (Mimotopes/Genscript) using the SMPH cross-linking agent Succinimidyl-6-([ß-maleimidopropionamido] hexanoate) (Thermo Fisher Scientific) to generate HEL-OVA^48^.

### Ibrutinib treatment

Ibrutinib (Chemietek) was dissolved in Captex 355 (ABITEC) at 1.56 mg/ml. Greater than 28 days after primary immunisation, mice were injected intraperitoneally twice each day with ibrutinib at a dose of 12.5 mg/kg, or vehicle control. Draining inguinal lymph nodes were harvested 0.5 day after last injection and analysed. In addition, mice were injected with ibrutinib or vehicle control as described above twice each day for 5 days, and re-immunised as described above on the third day of treatment. Draining inguinal lymph nodes were analysed 0.5 day after last injection, 3 days after re-immunisation. In addition, mice were re-immunised as described above and then, starting 2d after re-immunisation were administered ibrutinib or vehicle control as described twice each day for 2 days. Draining inguinal lymph nodes were then harvested on day 4 after re-immunisation, 0.5 day after last injection.

### Tamoxifen treatment

Tamoxifen (Sigma-Aldrich) was dissolved in 100% ethanol at 20 mg/ml then diluted 1/10 in sunflower oil to a final concentration of 2 mg/ml. More than 28 days after primary immunisation, tamoxifen at 0.5 mg/mouse (250 μl) or vehicle control was injected intraperitoneally once daily for 5 days. Mice were rested for 1 week then draining inguinal lymph nodes were analysed or mice re-immunised as described above. If re-immunised, draining inguinal lymph nodes were then analysed at 4–5 days after re-immunisation.

### CD4+ T cell depletion

More than 28 days after primary immunisation, 200 μg anti-CD4 (GK1.5, BioXcell) or isotype control (Rat IgG2b, BioXcell) was administered intraveneously twice, two days apart. Mice were rested for 1 week then draining inguinal lymph nodes were analysed.

### Fiducial labelling for intravital two-photon microscopy

CD169^+^ SCS macrophages were marked in vivo by subcutaneous injection of fluorescently labelled anti-CD169 clone SER-4 (UCSF Hybridoma Core) 14–20 h before imaging. GCs were marked by by subcutaneous injection of fluorescently labelled anti-CD157 clone BP-3 (UCSF Hybridoma Core) 3–4 days before imaging^25^. Antibodies were labelled with either Alexa Fluor 555 or Alexa Fluor 680 protein labelling kit (Invitrogen), or CF680R protein labelling kit (Biotium) according to the manufacturers protocol.

### Intravital two-photon microscopy

Intravital two-photon microscopy was performed as follows^69^. Briefly, anaesthesia was induced in the mouse with 100 mg/kg ketamine/5 mg/kg xylazine and maintained on anaesthesia on 1–2% isoflurane supplemented with 100% oxygen via a nose cone. The anesthetised mouse was kept warm on a customised heated SmartStage (Biotherm) set to 37 °C. The inguinal lymph node and intact inguinal ligament was mobilised in a skin flap and fixed on a base of thermal conductive T-putty (LairdTech) and PDMS polymer (Dow Corning). The cortical surface of the lymph node was exposed by microdisecction of the overlying fat and fascia layers under a stereomicroscope with low-level illumination. A small rubber O-ring was used to stabilise the meniscus and in some cases Immersol (Carl Zeiss) was also used. Imaging was performed on a Zeiss 7MP two-photon microscope (Carl Zeiss) powered by a Chameleon Vision II ultrafast Ti:Sa laser (Coherent Scientific). Images were acquired with a W Plan-Apochromat ×20/1.0 DIC (UV)Vis–IR water immersion objective. Excitation wavelengths used were 810, 870 and 920 nm. Fluorescent images were acquired with a LBF 760 and BSMP 760 to enable detection of far-red signals. Non-descanned detectors were SP 485 (blue; SHG and CFP), BP 500–550 (green; KD, GFP and CFP), BP 565–610 (red; PE and Alexa Fluor 555) and BP 640–710 (far-red; Alexa Fluor 680 or CF680R). Typically, 150μm *z*-stacks were acquired in 3 μm steps. Image stacks were acquired at 30 s time intervals for 30 min or 60 cycles. Tiles of the whole lymph node were acquired with *z*-stacks of between 150 and 300 μm.

### Two-photon image analysis and mathematical modelling

Raw image files were imported into Imaris (Bitplane) software package. The image intensities and thresholds were adjusted and a Guassian filter used to optimise signal to noise. Non-motile SCS macrophages were detected by the spot detection function and drift correction applied to correct for motion artefacts. Colocalisation between cells of interest was calculated by creating a COLOC channel and the COLOC intensity sum quantitated over the course of the movie. Cells were detected using the spot detection function and automatically generated tracks were manually verified. The proportion of cells in proximity (<20 μm) to SCS macrophages at each time point over the course of a movie was calculated using the Spots close to Surface XTension plugin (BitPlane). The distance of cells to the SCS macrophage surface was calculated using the Immune Atlas Imaris plugin (http://www.matebiro.com/software/immuneatlas). The speed of cells was extracted from the Imaris Statistics function. The arrest coefficient was calculated as the proportion of time a cell slowed down to less than 3 μm/min. The number and duration of interactions between T cells and B cells in the primary and secondary response was quantified and verified manually, and normalised for the length of the T cell track. In some experiments, surfaces of SCS macrophages (based on CD169 labelling), SPF (based on CD169 and B cells clustering around them in the subcapsular region) or GCs (based on B cells clustering deep in the follicle) were calculated and applied using the Imaris Surface function. The follicular mantle (FM) was defined as the region in between the GC and SPF, and individual tracks were then assigned in relation to the SPF, FM and GC boundaries. Cell track spatiotemporal position data were extracted from the Imaris Statistics function and motility parameters calculated and motility models fitted^27^. Briefly, data from replicate experiments were pooled together. Instantaneous velocities for time points within cell tracks of a given population were pooled together and then plotted as empirical cumulative distribution functions (the speed graphs). These show the proportion of the distribution lying at or below a given speed; a proportion of 0.5 represents the distribution’s median. Net displacement was calculated as the spatial Euclidean distance between first and last observations of each track. A cell’s meandering index is its net displacement as a proportion of total length travelled; a value of 1 indicates a straight line, zero indicates identical starting and ending positions. MSD for a given time interval was calculated, and the slope ascertained through linear regression. Time intervals up to 25% of the population’s longest duration track were investigated, to avoid biasing towards slow, un-directional tracks that persist in the imaging volume. Displacement data for a given time interval were extracted from anywhere in the track time-series, i.e. time intervals are not absolute from time zero or first observation. Track movements in the *x* and *y* axes were plotted for a representative sample of each population’s cells. Track movements are shown relative to their starting positions, centred on the origin. Each plot shows up to 40 tracks, representing a uniform sampling of track displacements.

We make inferences of cell population motility dynamics by reproducing these processes in silico through agent-based simulation. Six putative models of cell motility were fitted to our in situ data, fully described in ref.^27^: Brownian motion, a Lévy walk where agent speeds and durations are both drawn from Lévy distributions, and four correlated random walks (CRW). The CRWs differ in their treatment of all agents as statistically identical (homogeneous) or heterogeneous in their individual speed and turn dynamics (allowing agents to differ in their inherent speeds and directionalities), and either selecting translational and turn speeds independently of one another or imposing an inverse correlation between the two (inverse). Each motility model was realised in a 3D agent-based simulation representing cells as non-overlapping spheres. Simulated space is boundless, but spatiotemporal data are only recorded for agents residing within an artificial imaging volume of identical dimensions to that in situ. All random walk models, except Lévy walk, were simulated with a discretised time step of 30 s. Lévy walk employed a 3 s time step to better accommodate this model’s variable walk durations. Simulated cell spatiotemporal locations were recorded every 30 s for all models, as with in situ imaging. Random walk model parameters best aligning model and in situ motility are obtained using multi-objective optimisation, i.e. Non-dominated Sorting Genetic Algorithm-II (NSGA-II)^70^. NSGA-II aligns simulated with in situ cell motility by minimising differences in (1) distributions of pooled cell instantaneous velocities (speeds), (2) distributions of pooled turn speeds, extracted similarly to instantaneous velocity, and (3) MSD slopes. No single set of model parameters perfectly aligns all three of these metrics, and NSGA-II maintains parameter value sets representing optimal tradeoffs. Each parameter value set is assigned a Λ value^27^ quantifying its quality in terms of delivering equally good alignments across all metrics; low Λ values indicate superior reproduction of in situ motility. Standard model selection techniques such as the Akaike information criterion are inapplicable in this multi-objective, multi-metric context. Instead, we balance goodness of fit against model complexity by constraining the computational resource available for fitting; more complex models must offer tangible and readily realised improvement of capture over simple models within the computation available. NSGA-II parameters for model fitting employ a population size of 50 executed for at most 40 generations (fitting is terminated early if model overfitting is detected, see ref.^27^). Supplementary figures show model parameters Λ distributions and report Kolmogorov–Smirnov differences therein.

Time-lapse images were exported, compiled and annotated in Adobe AfterEffects (Adobe), and movies converted using HandBrake (https://handbrake.fr).

### FACS analysis and single-cell FACS sorting

Draining inguinal lymph nodes were harvested, dissected free of fat and fascia, teased apart with microforceps and mashed through a 70 μm filter. Single-cell suspensions were then washed and Fc receptors blocked with unlabelled anti-CD16/32 clone 2.4G2 before staining. To detect HEL-binding B cells, cells were stained with saturating levels of HEL at 200 ng/ml, followed by HyHEL9 Alexa Fluor 647. For detection of HEL-binding IgG1^+^ B cells, anti-IgG1 staining was performed first and followed by blocking with 5% mouse serum before subsequent staining for HEL-binding with HyHEL9, a mouse IgG1 monoclonal antibody. Antibodies used for staining are shown in Supplementary Table 1. For intracellular staining, cells were fixed with Fixation/Permeabilization buffer and antibodies stained in Permeabilization buffer (eBioscience). Antibodies used for intracellular staining were: Bcl6-PE (K112-91, BD Biosciences). Cells were filtered using 35 μm filter round-bottom FACS tubes (BD Biosciences) immediately before data acquisition on either an LSR II SORP or Fortessa (BD) and data analysed using FlowJo software (Tree Star, Inc.). Single-cell FACS sorting was performed on a FACS Aria III into a 384 well plate (Biorad) containing 3 μl of cell deposition buffer (0.05% 10× GeneAmp PCR buffer without MgCl (Life technologies); 0.9% Superase-In RNase Inhibitor (20 U/μl), (Life technologies); 0.9% RNasin® Plus RNase Inhibitor (40 U/μl), (Promega); Nuclease-free water (Qiagen)).

### Single-cell RNA sequencing

Single-cell cDNA was generated and amplified using SMART-Seq® v4 Ultra® Low Input RNA Kit for Sequencing (SMARTer kit) (Scientifix) at half reaction volumes. For each sample, 0.5 μl of 1:2,500,000 Sequin RNA spike-in mixes^71^ were incorporated in the master mix before RNA denaturation step and cDNA was amplified for 23 cycles. NexteraXT kit (Illumina) was used to generate libraries that were sequenced at 2×125 bp on the HiSeq2500 at the Kinghorn Center for Clinical Genomics (New South Wales, Australia).

### Bioinformatic analysis

Raw sequence reads were quality control assessed using FastQC, and trimmed using Cutadapt. An index reference genome was created by concatenating the GRCm38 assembly of the *Mus musculus* genome and the RNA Sequins spike-in nucleotide sequence. Reads were pseudoaligned to this index and transcript abundance was quantified using kallisto^72^. Pre-processing, quality control and normalisation was performed using the scater package^73^ in the R/Bioconductor statistical programming framework. Counts were converted to log_2_ (counts per million + 1). Genes with zero counts in all libraries were filtered from downstream analysis. Library size normalisation was performed using scran^74^. Three populations within the 122 single-cell dataset were identified using the unsupervised consensus-clustering package SC3^75^. Differential gene expression between the three clusters was determined using an integrated Bayesian hierarchical model, BASiCS^76^ with a FDR cutoff of 0.1. A matrix of all the differentially expressed genes was then deconvoluted by NMF to identify metagenes for each population^77^. Pseudotemporal ordering and single-cell trajectory analysis^35^ was performed in Monocle2^78^.

### Epifluorescence microscopy and quantification

Lymph nodes were snap frozen in cryomolds with OCT (Tissue Tek). Overall, 7 μm sections were cut using a CM3050S cryostat (Leica), transferred to PolySine glass slides and air-dried. Cut sections were fixed in ice-cold acetone, dried and blocked with 30% horse serum (Invitrogen), 3% BSA in PBS. Antibodies used are listed in Supplementary Table 1. Sections were incubated with 200 ng/ml of HEL and detected with polyclonal rabbit anti-HEL IgG (Rockland Immunochemical Inc) followed by goat anti-rabbit FITC (Southern Biotech). Slides were visualised on a Leica DM5500 microscope. Images were compiled and brightness and contrast adjusted in Adobe Photoshop. For quantification, raw single channel image files were imported into Imaris software and manual surfaces created corresponding to the SPF region (directly underneath the capsule in the B220 + B cell follicle), the GC region (containing the CD35 + LZ and Ki67 + DZ), and the FM in between the SPF and GC. These surfaces were masked for channels of interest and spots on either total B cells (B220+) or HEL-binding cells (HEL+) were then detected using the spot detection function and staining intensity for HEL, Ki67 or Bcl6 calculated.

### Human immunohistochemistry

Archived paraffin-embedded human cervical lymph nodes from patients with head and neck cancer who had undergone lymph node dissection as part of their routine patient care were stained for anti-human CD169 (clone HSn 7D2, In Vitro Technologies) and CD138 (clone B-A38, Cell Marque) according to the manufacturers protocols.

### Quantification and statistical analysis

Data were analysed with Prism software (GraphPad). For comparison between two normally distributed groups a one-tailed unpaired Student’s *t*-test with Welch’s correction was used, and for more than two groups we used one-way ANOVA with Tukey’s correction for multiple comparisons. Non-parametric data were analysed by Mann–Whitney *U* test. Differences between multiple paired measurements were analysed by the Wilcoxon signed-rank test. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001. The scientific (*D*) and statistical (*p* value) significance of differences in motility parameter distributions (speed, displacement and meandering indexes) was assessed through the Kolmogorov–Smirnov statistic. This non-parametric test quantifies the maximum distance between two empirical cumulative distribution functions, and is thus sensitive to differences in distributions’ locations and shapes. *D* is the maximum difference in the proportions of the two distributions lying at or below a given value, and ranges from 0 (distributions are identical) to 1 (distributions do not overlap).

### Data availability

The single-cell RNA sequencing data are publicly available from the GEO, accession number GSE 109984. Relevant data are available from TGP upon request.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

# Supplementary material for: Memory B cells are reactivated in subcapsular proliferative foci of lymph nodes
**Source:** Nat Commun. 2018 Aug 22;9:3372. doi: 10.1038/s41467-018-05772-7
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

Memory B Cells Are Reactivated in Subcapsular Proliferative Foci of Lymph Nodes

Moran et al.

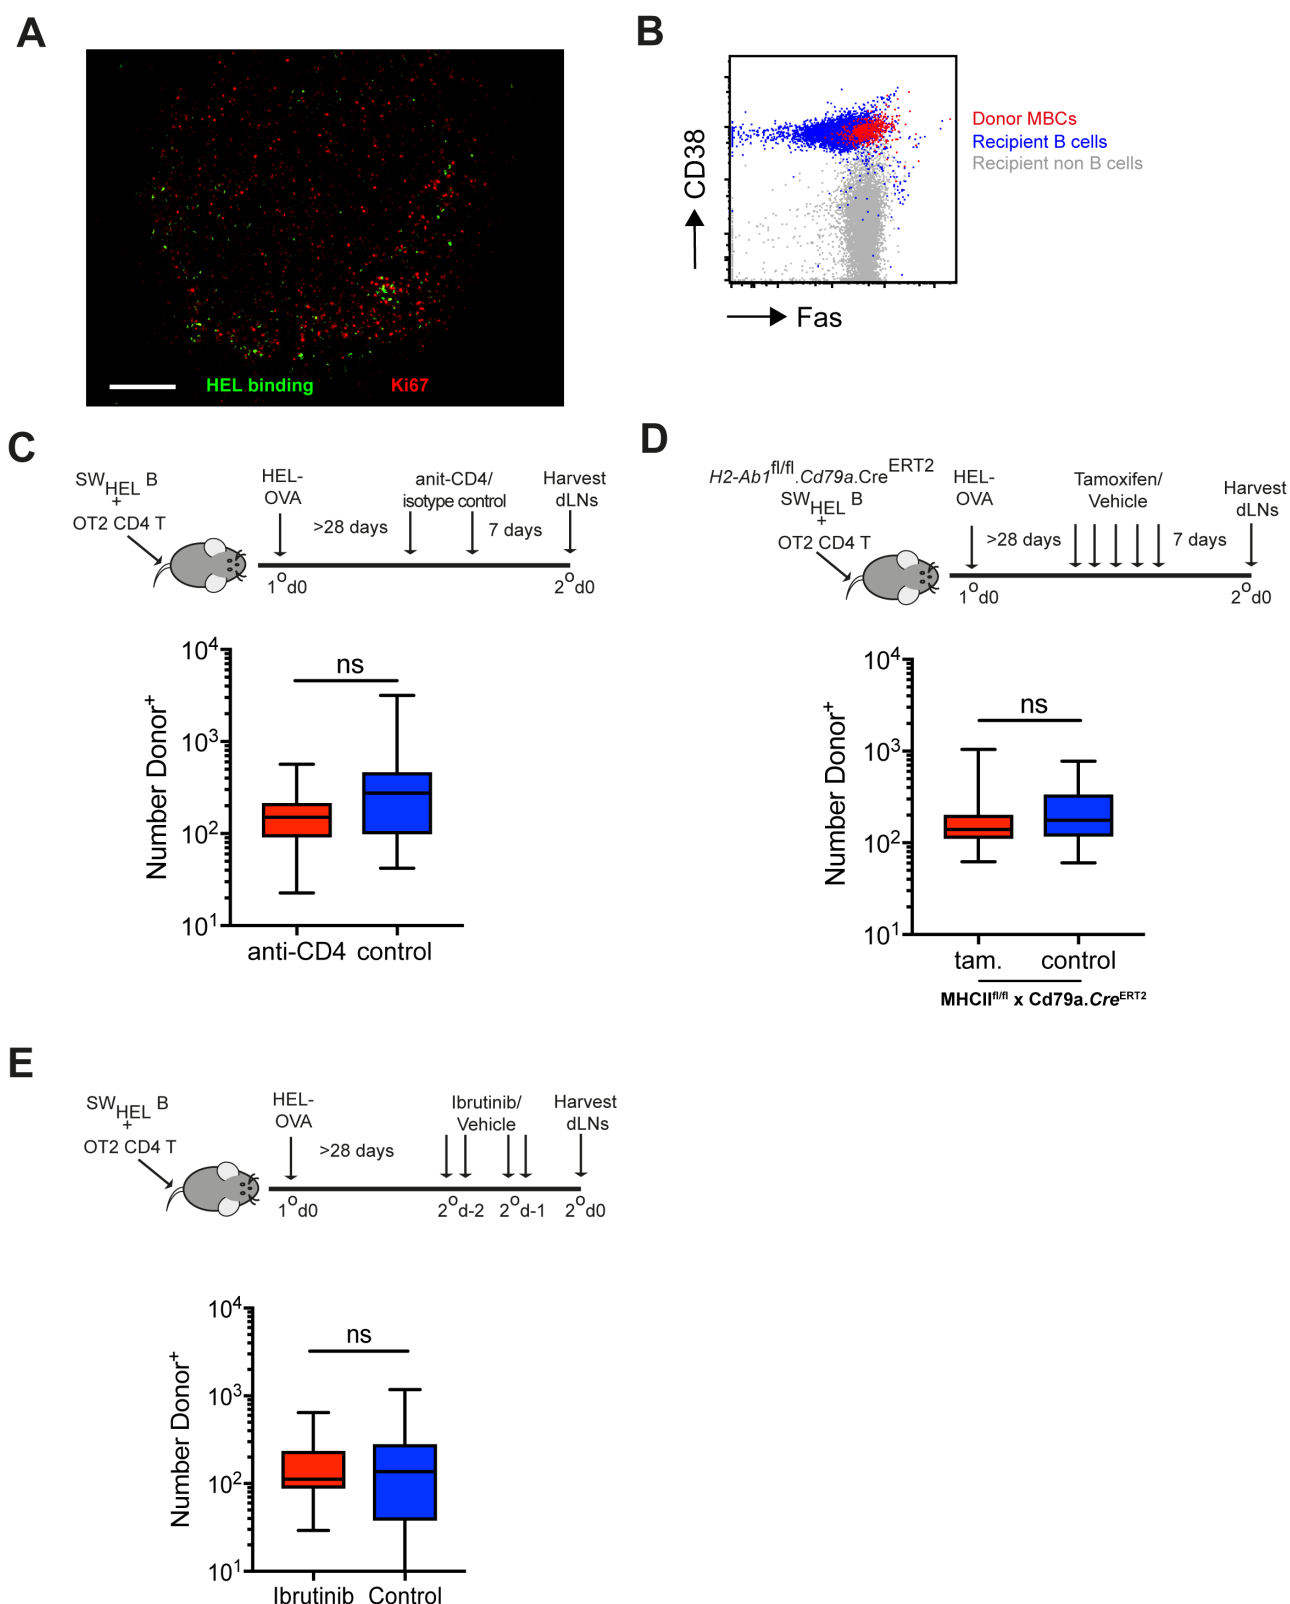

**Supplementary Figure 1. Resolution of primary immune response in memory phase.**

(A) Representative histological section of lymph node >28 days after primary immunization. HEL binding (green), Ki67 (red). Scale bar = 100µm.

(B) Expression of CD38 and Fas on donor-derived HEL<sup>+</sup> MBCs (red) compared to naïve endogenous recipient B cells (blue) and endogenous non-B cells (grey).

(C) Schema for T cell depletion with anti-CD4 mAb and enumeration of number of donor HEL<sup>+</sup> cells in memory response. Data is representative of 2 experiments with n=5 each group. Comparison between groups utilised one-tailed unpaired Student's test.

(D) Schema for inducible deletion of MHCII on MBCs and enumeration of number of donor HEL<sup>+</sup> cells in memory response. Data is representative of 2 experiments with n=5 each group. Comparison between groups utilised one-tailed unpaired Student's test.

(E) Schema for ibrutinib treatment and enumeration of number of donor HEL<sup>+</sup> cells in memory response following ibrutinib treatment. Data is representative of 2 experiments with n=5 each group. Comparison between groups utilised one-tailed unpaired Student's test. Box plots show centre line as median, box limits as upper and lower quartiles, whiskers as minimum to maximum values.

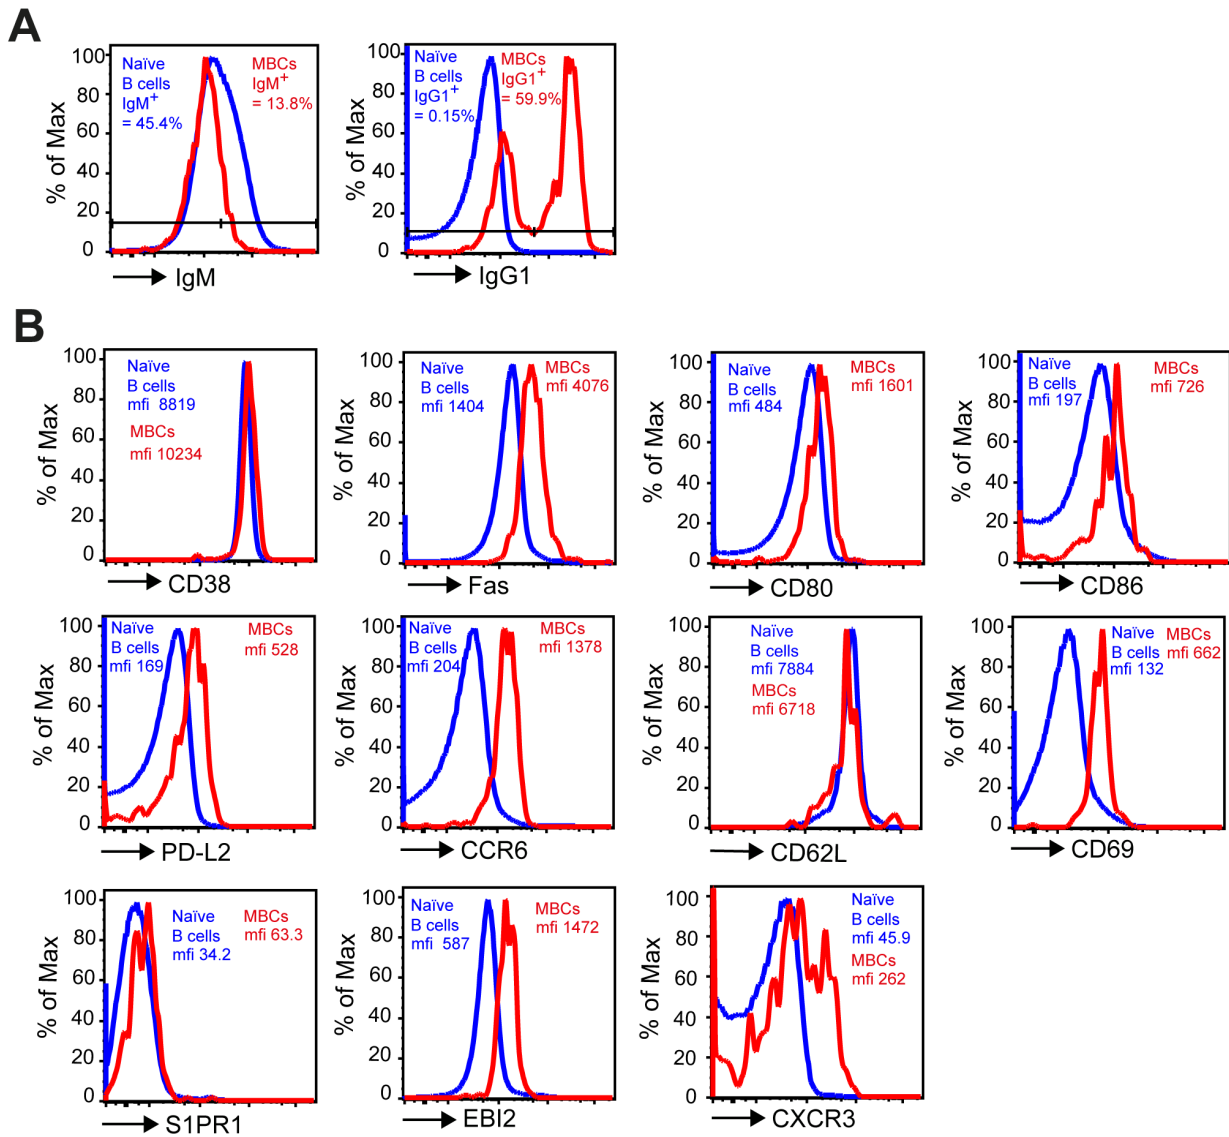

**Supplementary Figure 2. MBC cell surface phenotype.**

(A) Expression of immunoglobulin isotype on donor-derived HEL<sup>+</sup> MBCs (red) compared to naïve endogenous B cells (blue).

(B) Expression of cell surface markers on donor-derived HEL<sup>+</sup> donor-derived MBCs (red) compared to naïve endogenous B cells (blue). Data for MBCs are concatenated from 5-15 mice and naïve endogenous B cells are shown from one representative mouse. Data are representative of 2-5 independent experiments.

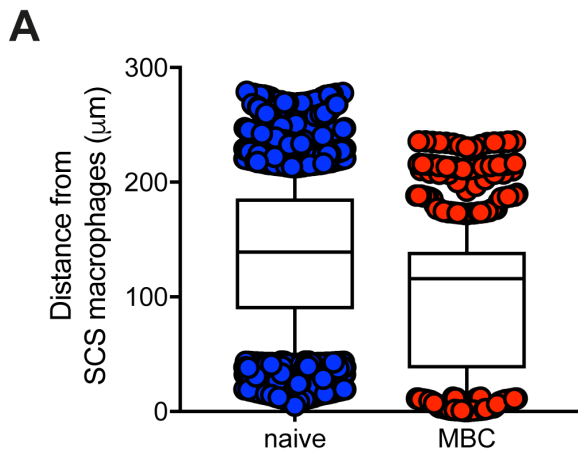

**Supplementary Figure 3. Detection of cells deep in follicle using TPM.**

(A) Distance of naïve and MBCs from the capsule surface as measured by the Immune Atlas plugin in Imaris.  $n=7116$  naïve B cells and  $n=965$  MBCs. Comparison between groups utilised one-tailed unpaired Student's test. Box plots show centre line as median, box limits as upper and lower quartiles, whiskers as minimum to maximum values.

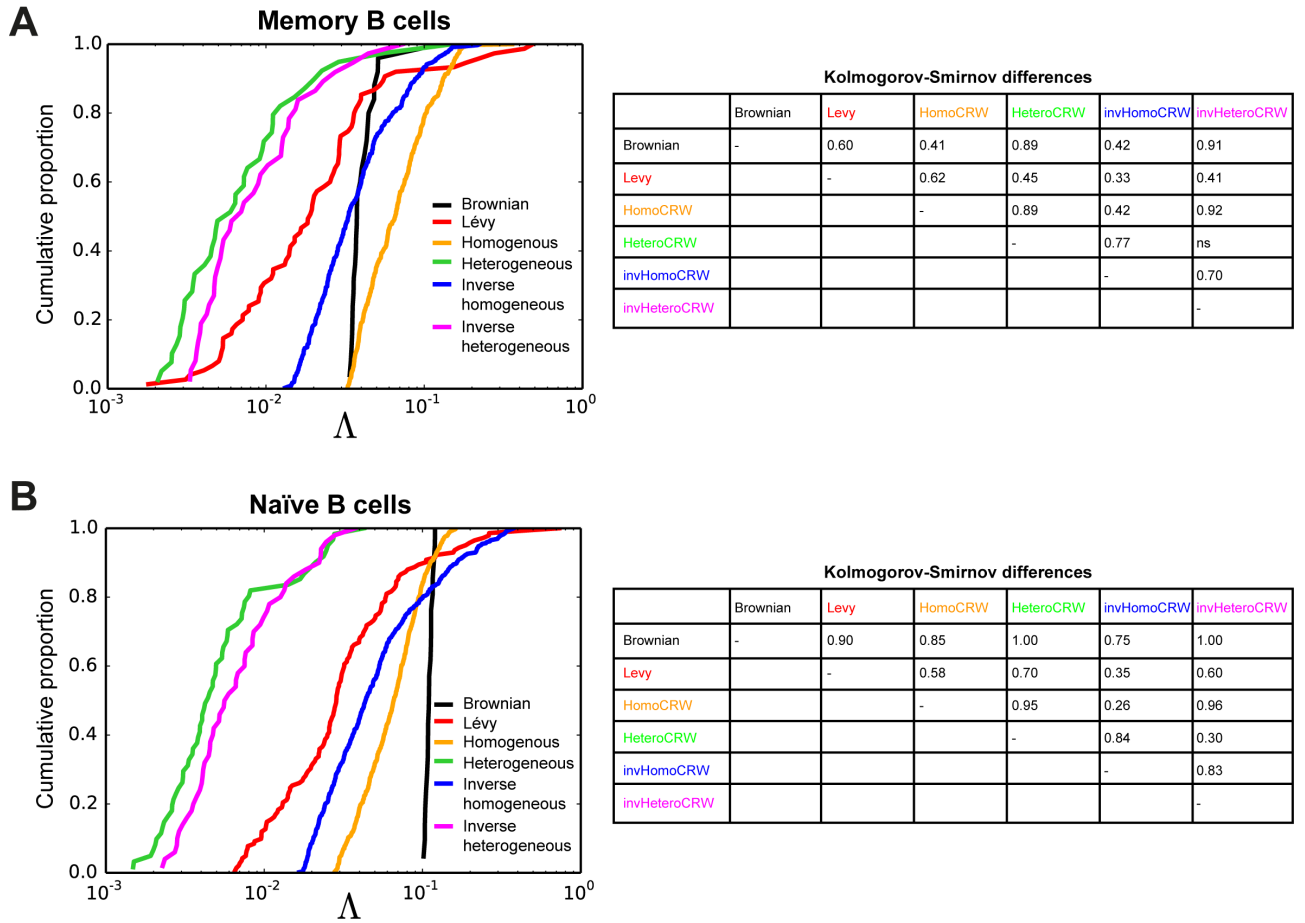

**Supplementary Figure 4. Modelling of naïve and MBC motility.**

(A) and (B) Naïve and MBC population motilities are best modelled as a heterogeneous population performing a correlated random walk. Six random walk models were fitted against *in situ* data (see Methods for full details). Each was simulated in a 3D agent-based simulation, and using multi-objective optimisation we identified model parameters that best aligned *in situ* and *in silico* measures of cell speeds, turn speeds and mean squared displacements. Putative parameter values deliver trade-offs in their alignment against each metric. A set of parameter values' ability to deliver close and equal alignment across all metrics is quantified through  $\Lambda$  scores, with low values indicating superior capture. These are shown for each model as cumulative distribution plots, and statistically significant ( $p < 0.01$ ) Kolmogorov-Smirnov D values are shown. The motility of both B cell populations were most robustly captured as heterogeneous correlated random walks (CRW) that allow cells to differ in their inherent speeds and directionalities. That these models outperformed homogenous CRW highlights the importance of cellular heterogeneity in shaping the population's motility patterns. Inverse CRW explicitly dissuade walkers from simultaneously moving and turning quickly. Whilst inverse- outperformed standard-homogeneous CRW, this was not the case for the heterogeneous CRW formulations, suggesting this inverse relationship is not a critical feature in shaping the populations' motility patterns. Whilst a single set of parameter values

conferred Lévy walk competitive-with-best capture of memory B cell data, it was otherwise sub-optimal. We do not consider either B cell population to be performing a Lévy walk.

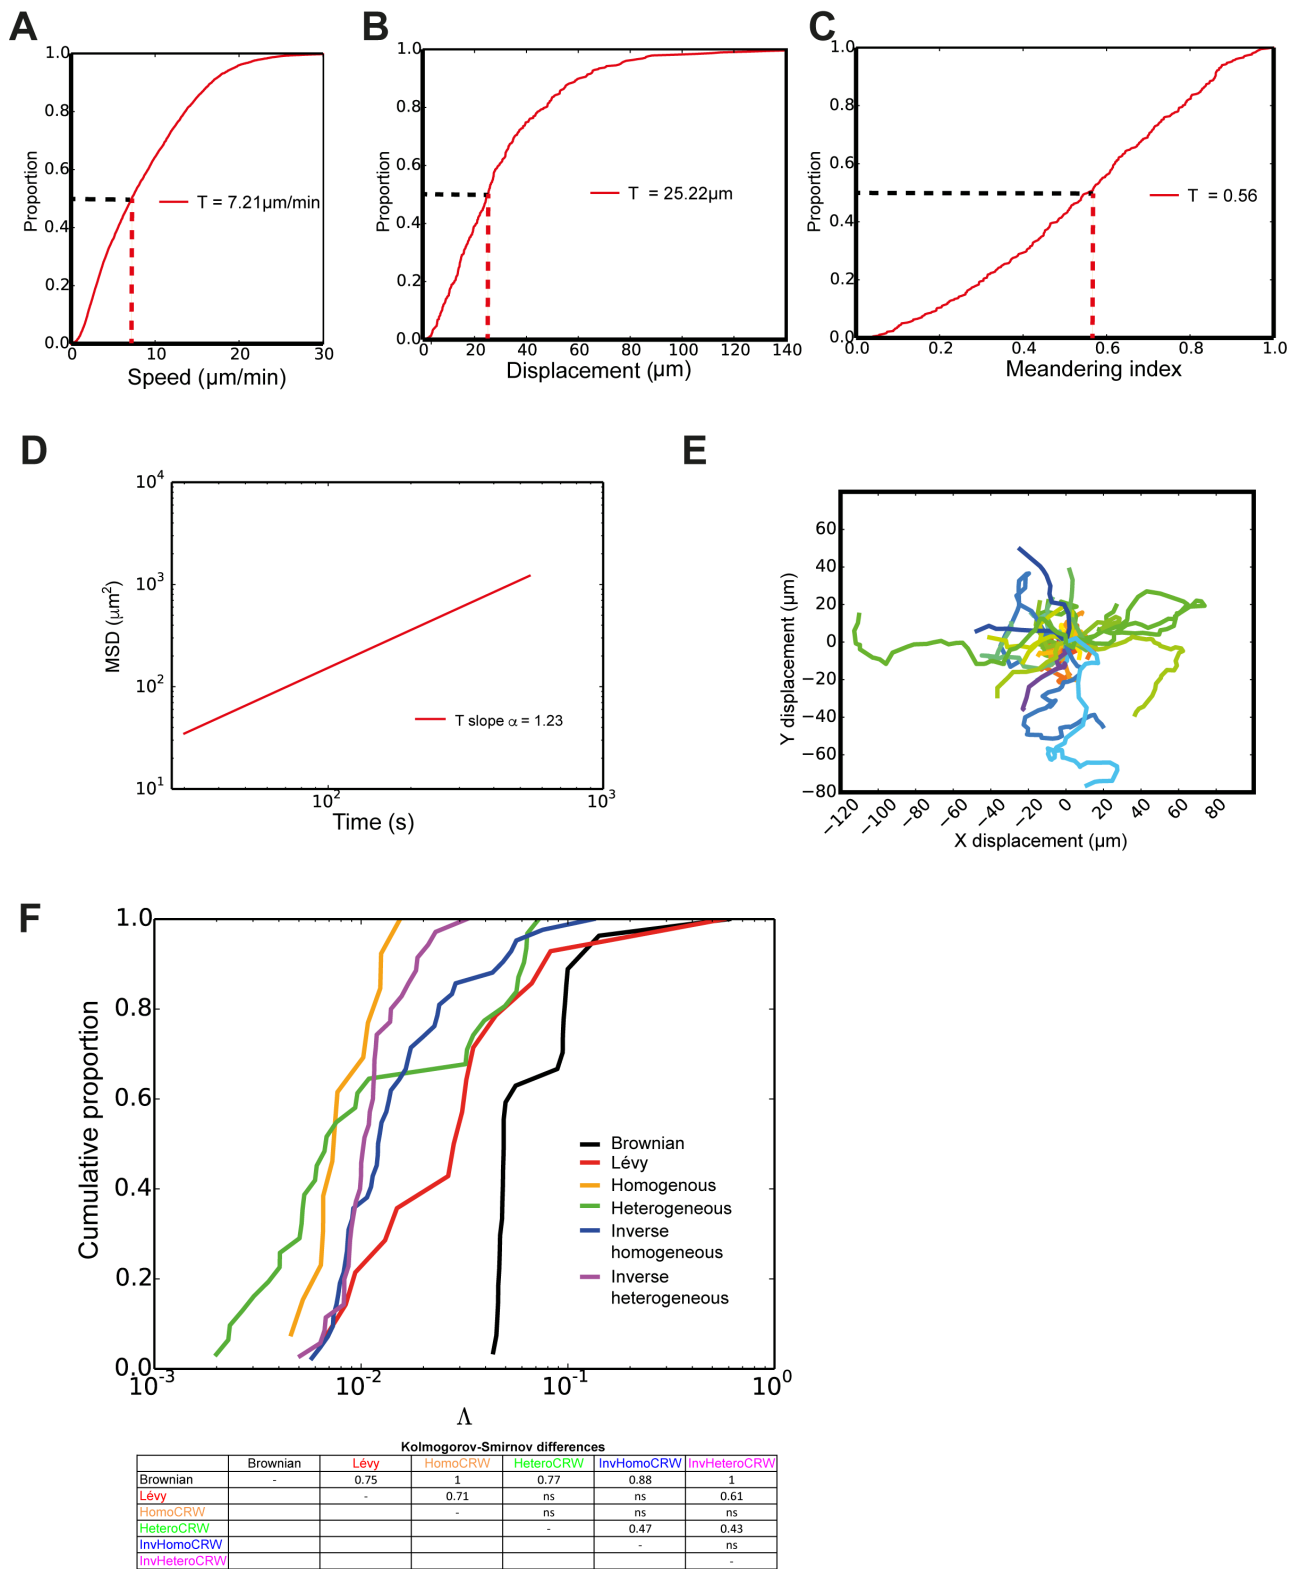

**Supplemental Figure 5. Secondary Tfh cells use a superdiffusive search strategy.**

(A) Cumulative distribution function (CDF) plot of speed for secondary Tfh cells.

(B) CDF plot of displacement for secondary Tfh cells.

(C) CDF plot of meandering index for secondary Tfh cells.

(D) Mean squared displacement (MSD) plot of secondary Tfh cells. All data is pooled from three independent movies.

(E) Representative tracks for secondary Tfh cells. Data is representative of >3 independent experiments.

(F) Secondary Tfh cell populations' motilities are best captured through heterogeneous correlated random walks. Random walk motility models were fitted against these populations' motility data as described in Supplementary Figure 2.

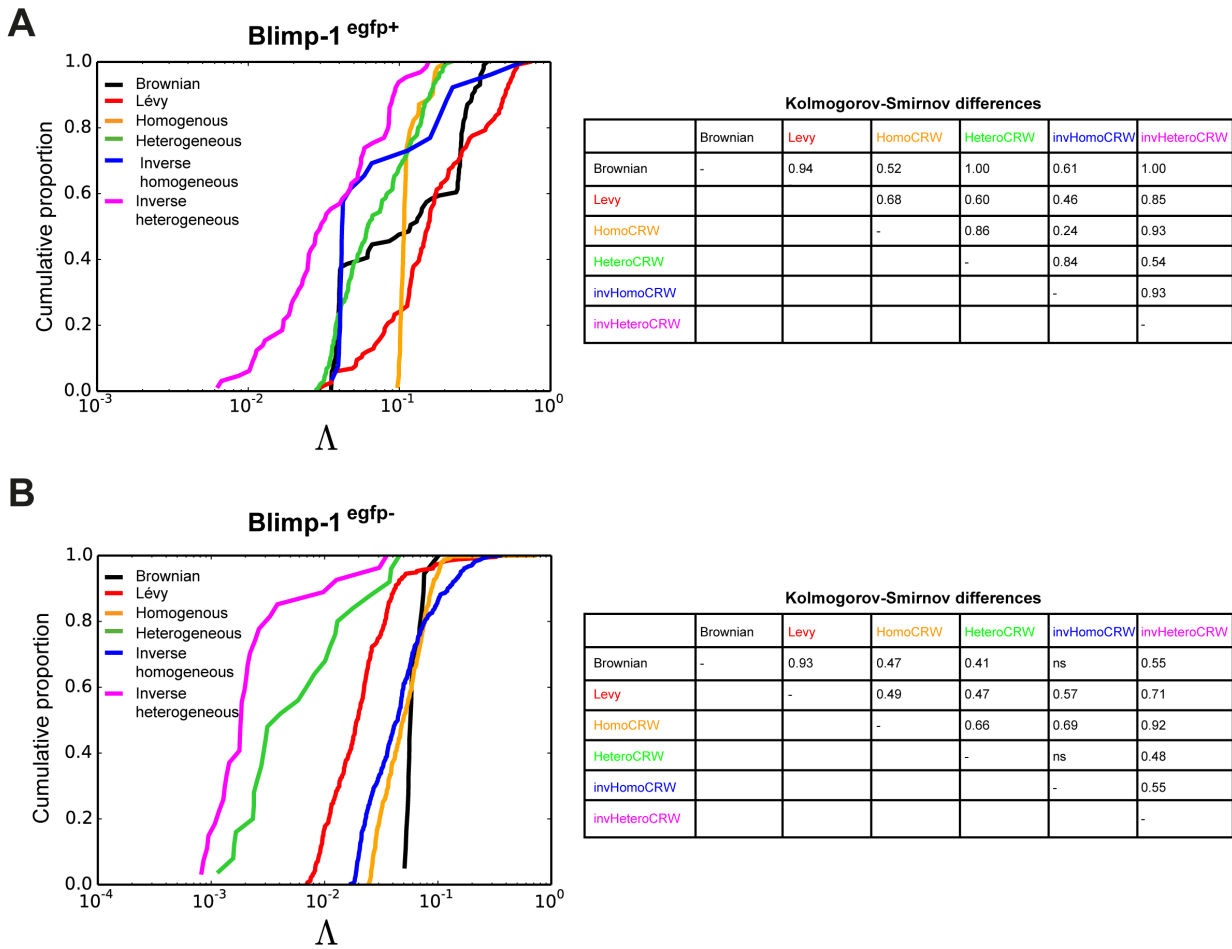

**Supplementary Figure 6. Modelling of Blimp-1<sup>+</sup> and Blimp-1<sup>neg</sup> cell motility in the SPF.**

(A) SPF B cell populations' motilities are both best captured through heterogeneous correlated random walks. Random walk motility models were fitted against these populations' motility data as described in Supplementary Figure 2. Heterogeneous and inverse heterogeneous CRW together outperform all other models in capturing Blimp-1<sup>egfp+</sup> population motility suggesting that this population's motility dynamics are critically shaped by a population of cells differing in their inherent directionalities and speeds. The inverse formulations of both the heterogeneous and homogeneous CRW outperform their standard counterparts, suggesting that the disinclination of these cells to simultaneously make fast movements and large reorientations is important in shaping the population's motility.

(B) Blimp-1<sup>egfp-</sup> population motility is best captured as an inverse heterogeneous CRW, suggesting a population of cells heterogeneous in their inherent speed and directionalities that do not perform fast movements and large reorientations simultaneously. This population is poorly described by the Lévy walk.

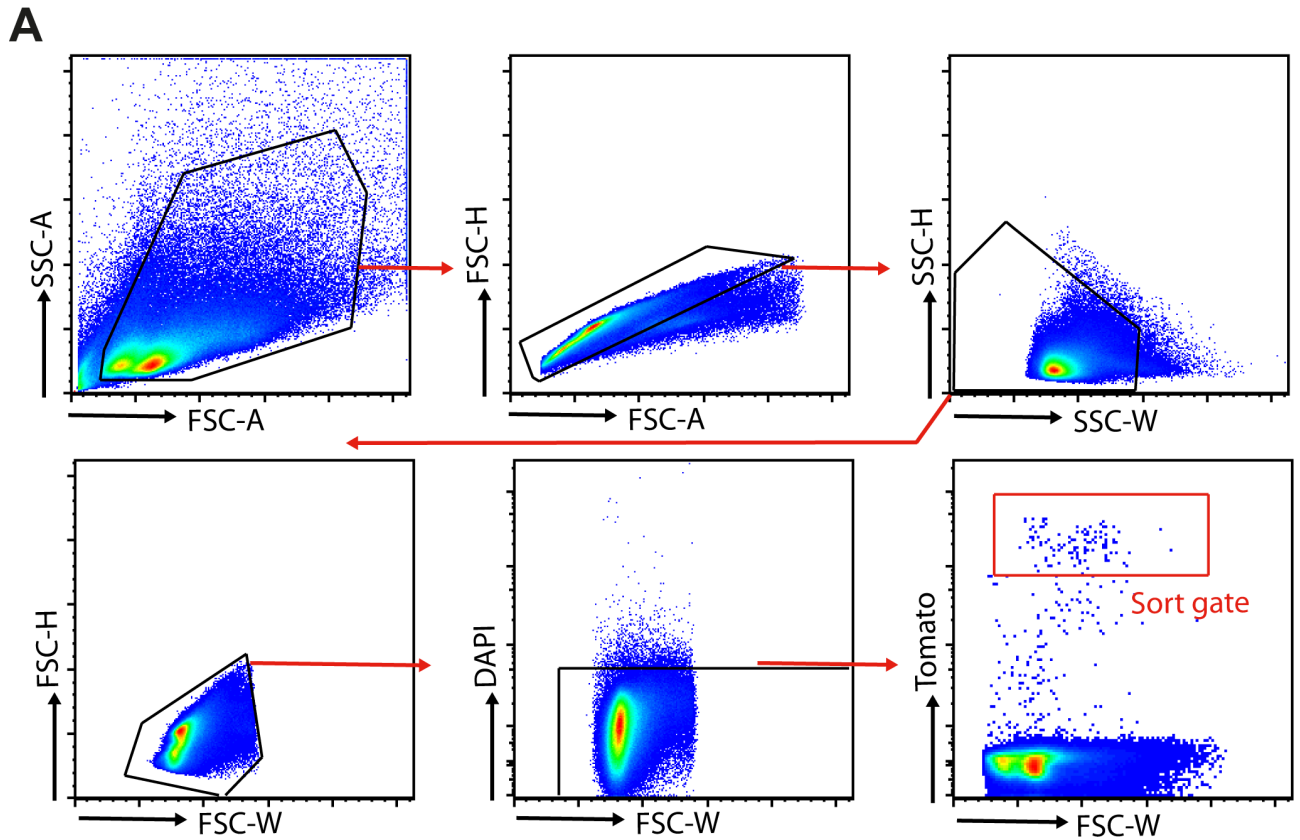

**Supplementary Figure 7. Sorting strategy of donor-derived SW<sub>HEL</sub> B cells for scRNAseq.**

(A) On day 5 post-recall, donor-derived Tomato SW<sub>HEL</sub> B cells were sorted for scRNAseq by gating for lymphocytes, excluding doublets and dead cells and sorting for tdTomato expressing donor cells.

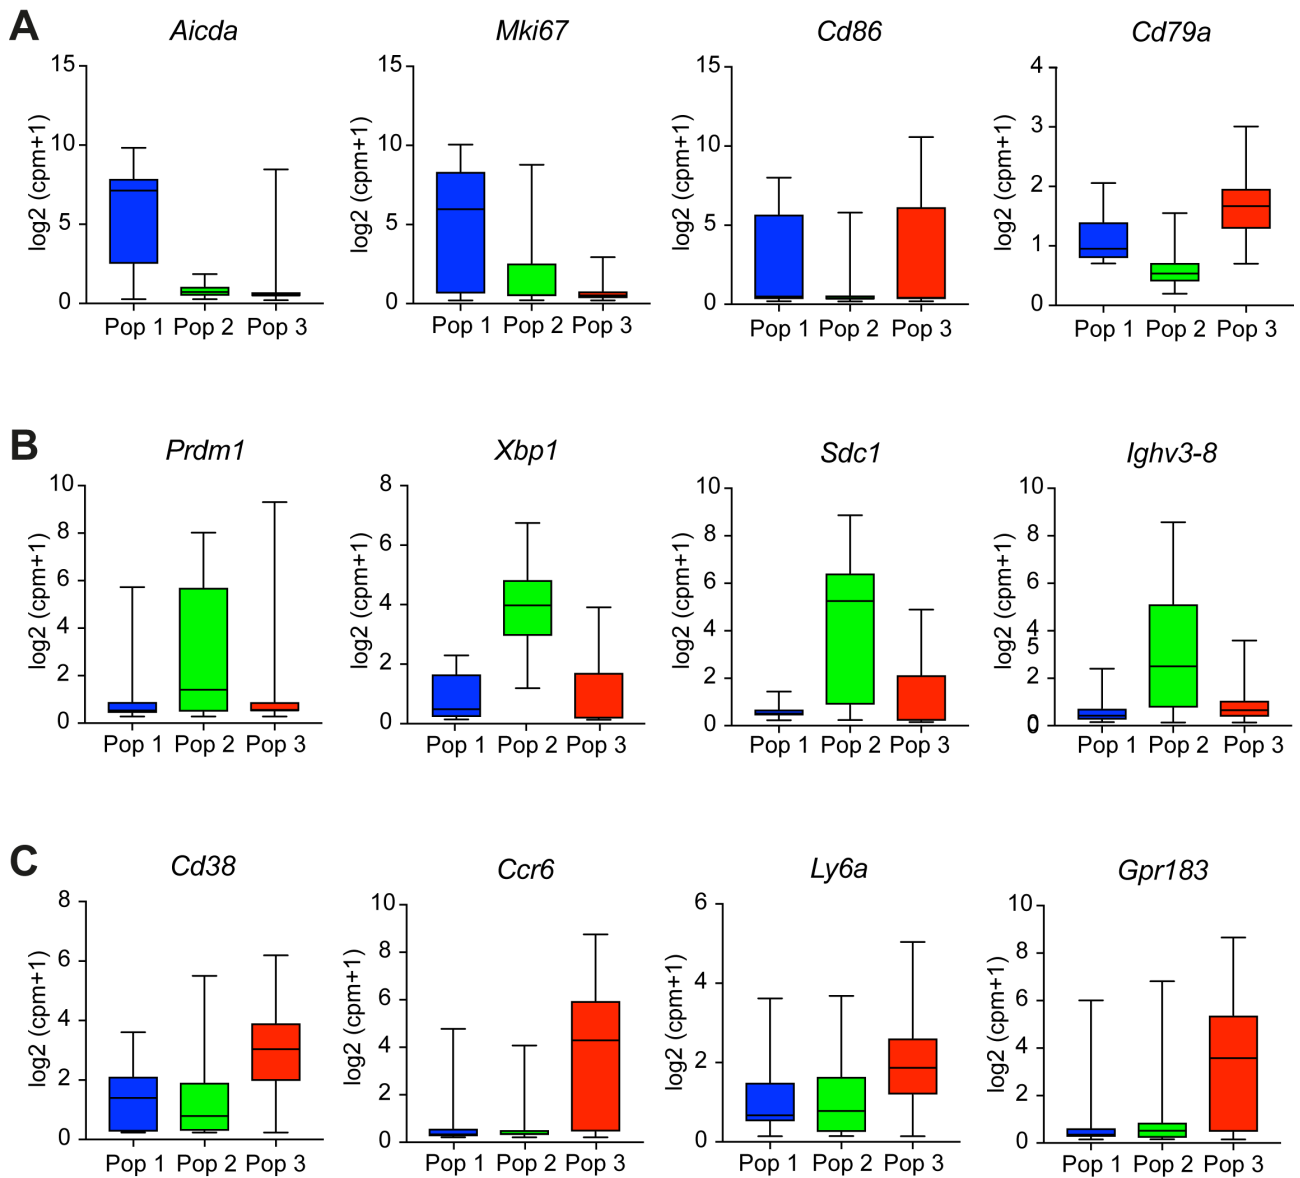

**Supplementary Figure 8. Single cell expression of select genes by population 1, 2 and 3.**

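Levels in single cells are given as the median of log2(CPM + 1) over the 16, 37 and 77 cells of populations 1, 2 and 3. *Mki67* had a median of 9.35 in population 1 (quartiles 8.37 and 9.84) and of 0 in the others. *Cd79a* was detected in every cell, with medians of 10.95, 8.44 and 12.04, and was highest in population 3. For *Cd86* the medians were 1.38, 0 and 0.93, and 7 of 16 cells of population 1 and 26 of 77 cells of population 3 held 50 CPM or more.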

(A) Expression of select genes that contribute to metagene 1 that defines population 1. See also Supplementary Data File 1.

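In the plasma cell population, *Xbp1* had a median log2(CPM + 1) of 11.95 over single cells (quartiles 11.08 and 12.94), compared with 5.45 in population 1 and 2.69 in population 3. *Ighv3-8*, whose near-identical family members can share its reads, had a median of 13.68 in population 2 (quartiles 13.26 and 14.16), 6.68 in population 1 and 7.77 in population 3. *Sdc1*, which encodes CD138, had a median of 6.39 in population 2 and reached 50 CPM in 23 of 37 cells there and in no cell of populations 1 and 3. Its sums in population 2 held 138.9 ± 91.4 CPM (SD, n = 2 mice; adjusted p = 0.00252 from edgeR, and 0.198 without mouse 1, in a range from 1.25e-26 to 0.198 over the alternatives). *Prdm1*, which encodes Blimp-1, had a median of 0.77 in population 2 and 0 in the others. It reached 50 CPM in 13 of 37 cells of population 2, 1 of 16 of population 1 and 5 of 77 of population 3, and the difference between the sums did not pass the threshold (adjusted p = 0.589 from edgeR).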

(B) Expression of select genes that contribute to metagene 2 that defines population 2. See also Supplementary Data File 2.

(C) Expression of select genes that contribute to metagene 3 that defines population 3. 

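Over the single cells of population 3, *Cd38* had a median log2(CPM + 1) of 9.35, *Ccr6* of 8.36, *Ly6a* (which encodes Sca-1) of 11.11 and *Gpr183* of 5.70. In population 1 their medians were 1.89, 0.50, 8.96 and 0.55, and in population 2 they were 5.22, 0.49, 7.42 and 0. The lower quartile in population 3 was 8.19 for *Cd38* and 10.09 for *Ly6a*, but 0.94 for *Ccr6* and 0.50 for *Gpr183*. In the sums, *Ly6a* held 725 CPM in population 1, 1828 in population 2 and 2047 in population 3 on average, and population 3 did not differ from the mean of the others (log2 fold change 0.83, adjusted p = 0.467 from edgeR). *Gpr183* reached 50 CPM in 39 of 77 cells of population 3 (50.6%) and in 2 of 16 and 2 of 37 cells of populations 1 and 2.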

See also Supplementary Data File 3. Box plots show centre line as median, box limits as upper and lower quartiles, whiskers as minimum to maximum values.

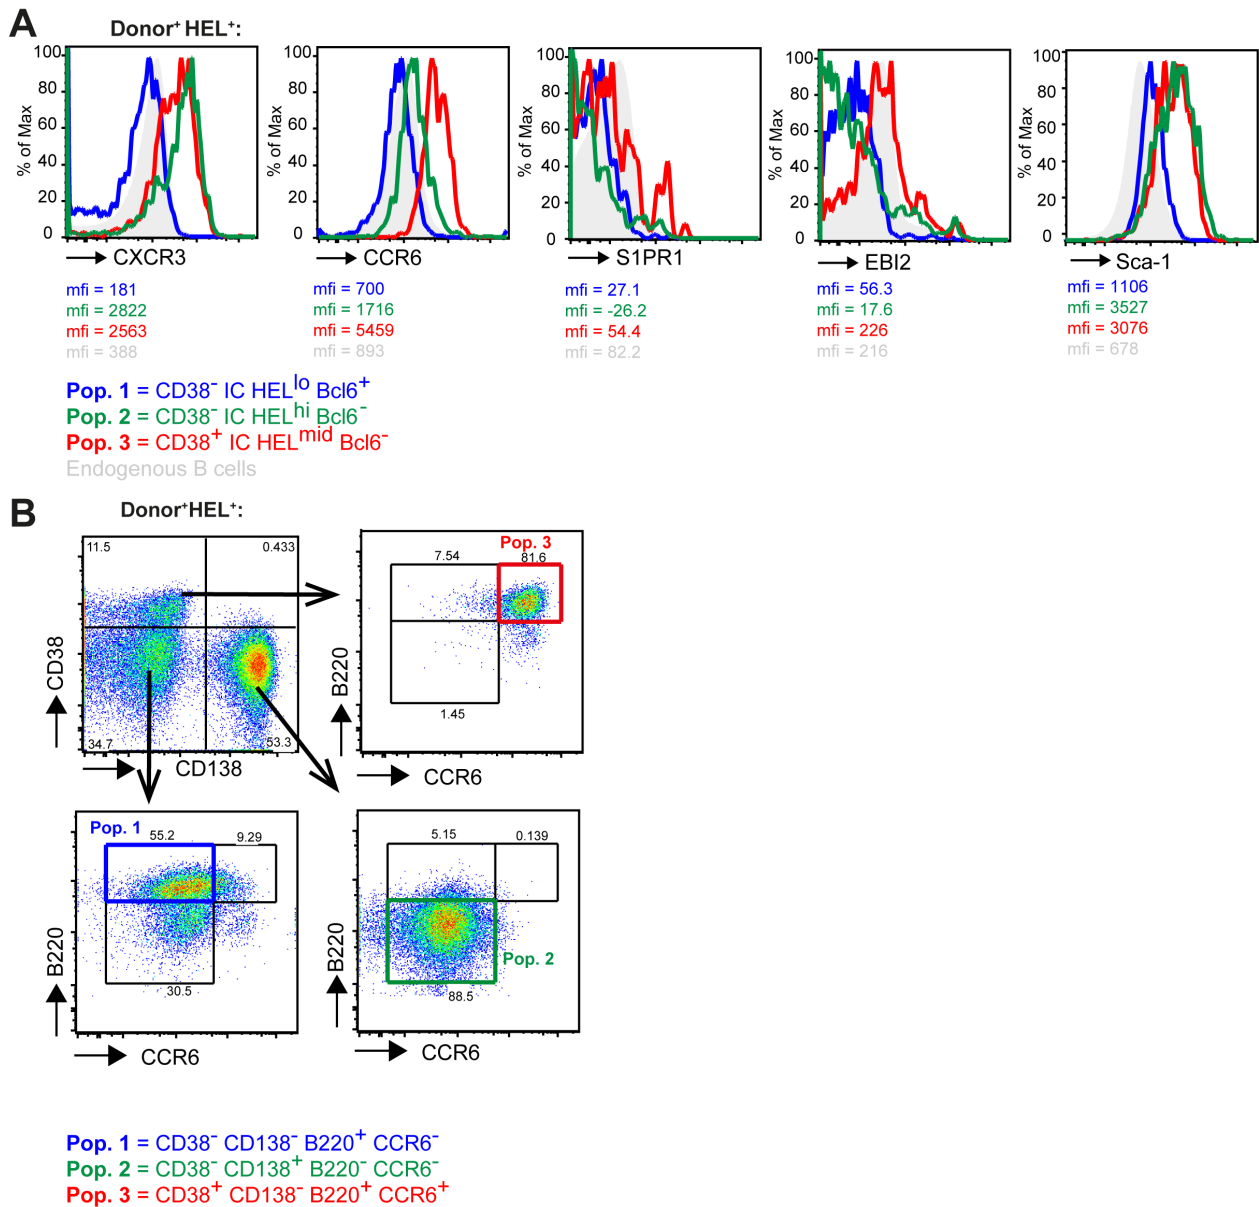

### Supplementary Figure 9. Cell surface phenotype of SPF cells.

(A) Histogram of CXCR3, CCR6, S1PR1, EBI2 and Sca-1 expression on population 1 (CD38<sup>lo</sup> IC HEL<sup>lo</sup> Bcl6<sup>+</sup>), population 2 (CD38<sup>hi</sup> IC HEL<sup>mid</sup> Bcl6<sup>-</sup>), population 3 (CD38<sup>lo</sup> IC HEL<sup>hi</sup> Bcl6<sup>-</sup>) and endogenous B cells, 5 days after HEL-OVA re-immunization.

(B) Alternative gating strategy using surface markers only to identify the same 3 populations in the secondary response, 5 days after HEL-OVA re-immunization.

**A**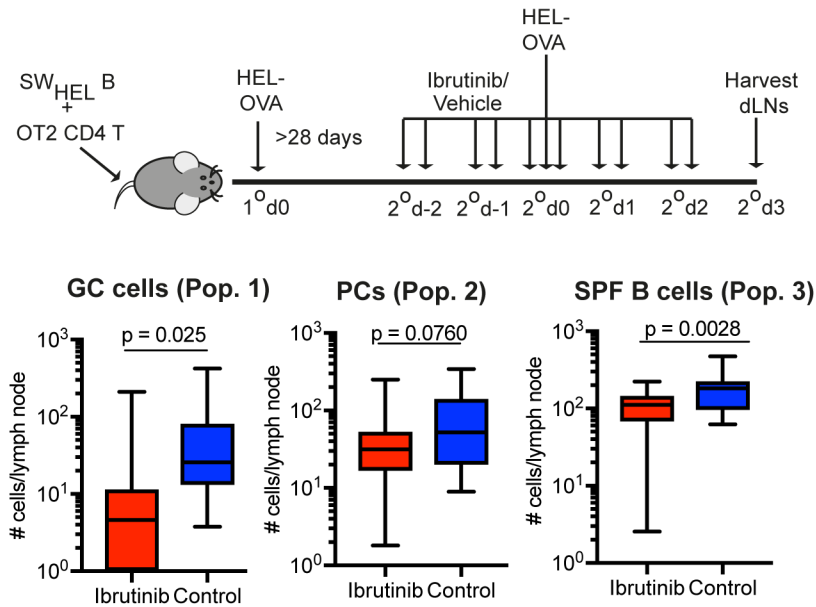

**Supplementary Figure 10. Btk-mediated BCR signalling is required for reactivation of MBCs and generation of cells in the SPF.**

(A) Schema for blocking of Btk-mediated BCR signaling before and during MBC reactivation and enumeration of population 1, 2 and 3 in the secondary response. Data is representative of 2 experiments with n=5 each group. Comparison between groups utilised one-tailed unpaired Student's test. Box plots show centre line as median, box limits as upper and lower quartiles, whiskers as minimum to maximum values.

**Supplementary Table 1 – Antibodies and reagents**

| TARGET       | CLONE       | CONJUGATION                 | SOURCE              | CATALOGUE NUMBER       | DILUTION      |
|--------------|-------------|-----------------------------|---------------------|------------------------|---------------|
| Mouse        |             |                             |                     |                        |               |
| B220         | RA3-6B2     | BV650                       | Biolegend           | 103241                 | 1/300         |
|              |             | biotin, Pacific Blue, BV786 | BD Biosciences      | 553086, 558108, 563894 | 1/400         |
| Bcl6         | K112-91     | PE                          | BD Biosciences      | 561522                 | 1/30          |
| CCR6         | 29-2L17     | PE-Cy7                      | Biolegend           | 129803                 | 1/200         |
| CD11b        | M1/70       | biotin                      | BD Biosciences      | 553309                 | 1/200         |
| CD11c        | HL3         | biotin                      | BD Biosciences      | 553800                 | 1/200         |
| CD16/32      | 2.4G2       | purified                    | BioXCell            | BE0307                 | 1/400         |
| CD138        | 281-2       | PE, BV650                   | BD Biosciences      | 553714, 564068         | 1/300         |
| CD169        | SER-4       | purified                    | UCSF Hybridoma Core | N/A                    | N/A           |
| CD35         | 8C12        | biotin                      | BD Biosciences      | 553816                 | 1/200         |
| CD38         | 90          | BV510, FITC, PerCPCy5.5     | BD Biosciences      | 740129, 558813, 562770 | 1/300         |
| CD4          | GK1.5       | biotin                      | BD Biosciences      | 553728                 | 1/200         |
| CD43         | S7          | biotin                      | BD Biosciences      | 553269                 | 1/200         |
| CD45.1       | A20         | FITC, PE-Cy7                | eBioscience         | 11-0453-82, 25-0453-82 | 1/300         |
|              |             | PerCPCY5.5                  | Biolegend           | 110728                 | 1/300         |
| CD45.2       | 104         | BUV395                      | BD Biosciences      | 564616                 | 1/400         |
| CD62L        | MEL-14      | FITC                        | BD Biosciences      | 561917                 | 1/200         |
| CD69         | H1.2F3      | FITC                        | BD Biosciences      | 557392                 | 1/200         |
| CD8          | 53-6.7      | biotin                      | BD Biosciences      | 553028                 | 1/200         |
| CD80         | 16-10A1     | BV650                       | BD Biosciences      | 563687                 | 1/300         |
| CD86         | GL-1        | BV650                       | Biolegend           | 105035                 | 1/300         |
| CXCR3        | CXCR3-173   | BV421                       | Biolegend           | 126521                 | 1/300         |
| EBI2         |             | biotin                      | Conjugated in house | N/A                    | N/A           |
| Fas          | Jo2         | PE-Cy7, biotin              | BD Biosciences      | 557653, 554256         | 1/400         |
| HyHEL9       |             | A647                        | Conjugated in house | N/A                    | 1/400 – 1/800 |
| IgG1         | A85-1       | biotin                      | BD Biosciences      | 553441                 | 1/400         |
| IgM          | II-41       | PE-Cy7                      | eBioscience         | 25-5790-81             | 1/400         |
| Ki67         | SolA15      | PE                          | eBioscience         | 12-5698-80             | 1/300         |
| MHCII        | M5/114.12.2 | FITC                        | eBioscience         | 11-5321-82             | 1/300         |
| PD-L2        | TY25        | BV421                       | BD Biosciences      | 564245                 | 1/300         |
| Streptavidin | -           | Alexa Fluor 647             | Invitrogen          | S21374                 | 1/300         |
|              |             | BV786, BUV395, PE           | BD Biosciences      | 563858, 564176, 554061 | 1/300         |
| Sca-1        | D7          | FITC                        | eBioscience         | 11-5981-81             | 1/300         |
|              |             | biotin                      | BD Biosciences      | 557404                 | 1/300         |
| S1PR1        | 713412      | biotin                      | R & D               | FAB7089B               | 1/200         |

| <b>Human</b> |         |          |                       |           |       |
|--------------|---------|----------|-----------------------|-----------|-------|
| CD169        | Hsn 7D2 | purified | In Vitro Technologies | NB600-534 | 1/200 |
| CD138        | B-A38   | purified | Cell Marque           | 138M-16   | 1/200 |

# Supplementary material for: Memory B cells are reactivated in subcapsular proliferative foci of lymph nodes
**Source:** Nat Commun. 2018 Aug 22;9:3372. doi: 10.1038/s41467-018-05772-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

*File Name:* Supplementary Movie 1

*Description:* Memory B cells localize to the subcapsular region of the B cell follicle. First half of animation shows maximum intensity projection (3072×2048×141 μm) of same tile with spots (white) to indicate the location of MBCs. Related to Fig. 1A.

*File Name:* Supplementary Movie 2

*Description:* Naïve and MBC migration pattern. Maximum intensity projection (300×300×48 μm) of follicle from inguinal lymph node of mouse 32 days after HEL-OVA primary immunization. SWHEL MBCs (red), naïve SWHEL B cells (green) adoptively transferred 24 hours before imaging, CD169+ SCS macrophages (pink), SHG (blue), MBC SWHEL tracks (red lines), naïve B cell tracks (green lines) and CD169+ SCS macrophage surface (pink). Time stamp h:mm:ss. Related to Fig. 1B.

*File Name:* Supplementary Movie 3

*Description:* MBCs scan CD169+ SCS macrophages for antigen. Maximum intensity projection (87×72×33 μm) of follicle from inguinal lymph node of mouse 54 days after HEL-OVA immunization showing colocalization (white) of a MBC (red) with CD169+ SCS macrophages (pink). Time stamp mm:ss. Related to Fig. 1D.

*File Name:* Supplementary Movie 4

*Description:* Two distinct clusters of reactivated MBCs in the GC and SPF. First half of animation shows maximum intensity projection (504×465×31 μm) 5 days after HEL-OVA secondary immunization with SWHEL B cells (red), OT2 Tfh cells (cyan), SHG (blue), CD169+ SCS macrophages (pink). The second half of animation shows SWHEL B cell tracks (red line), CD169+ surface (pink) and GC surface (cyan) applied in Imaris. Final still frame show color codes for SWHEL B cell tracks based on migration between SPF and GC. Time stamp h:mm:ss. Related to Fig. 2, A and B.

*File Name:* Supplementary Movie 5

*Description:* Tfh cells interact with SPF cells and CD169+ SCS macrophages. Maximum intensity projection (250×250×10 μm) 5 days after HEL-OVA secondary immunization showing colocalization (white) of OT2 Tfh cells (cyan) with SWHEL B cells (red) near CD169+ SCS macrophages (pink) beneath the capsule (blue). Surface contact of OT2 Tfh cells with SWHEL B cells are shown as white COLOC channel generated by Imaris. Note SWHEL B cell leaving in lymphatic flow of SCS (white triangle) in the first half of the animation. OT2 T cell track of interest is highlighted in second half of animation, and interactions of this T cell with SWHEL B cells is quantified in Fig. 2C. Time stamp h:mm:ss.

*File Name:* Supplementary Movie 6

*Description:* SPF consist of non-motile plasma cells and highly motile SPF B cells. First half of animation shows maximum intensity projection (360×360×20 μm) 5 days after HEL-OVA secondary immunization. SWHEL B cells (red), Blimp-1+ (yellow, from co-expression of red and green), OT2 T cells (cyan), CD169+ SCS macrophages (pink), SHG (blue). Second half of animation shows Blimp-1+

SWHEL B cell tracks (yellow line) and Blimp -1neg SWHEL B cell tracks (red line). Time stamp hh:mm:ss. Related to Fig. 3, A and B.

*File Name:* Supplementary Data 1

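The file lists each gene with a weight, which is its contribution to the metagene that NMF gave for population 1. Of its 203 genes, 199 were found by symbol among the genes of the files, and all 199 could be tested. So that no gene was tested in cells it had helped to assign, the listed genes were divided into 2 parts, and each part was tested with cells assigned on the other. By edgeR at an adjusted p of 0.1, 56 of the 199 genes (28.1%) were higher in population 1 than in the mean of the others and none was lower. All 199 had a positive fold change. In the SC3-like clustering, over the genes outside the lists, the number higher was 20. Leaving out mouse 1 or mouse 3 leaves population 2 with the sum of 1 mouse. The median log2 fold change of the 199 genes was then 3.31 and 3.41, against 3.36 with all mice.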

*Description:* List of genes and their contributions to metagene 1.

*File Name:* Supplementary Data 2

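These weights belong to the metagene of population 2, the plasma cells. The file lists 419 genes, of which 417 were found and 416 had enough counts for the edgeR test with cells assigned on the other part of the listed genes. In population 2, 204 of them (49.0%) were higher at an adjusted p of 0.1 and none was lower, and 416 of 416 had a positive fold change. The study chose these genes too on the same cells, so their direction is not independent evidence. Leaving out mouse 1 brought the number to 77, and leaving out mouse 3 brought it to 92; in both cases population 2 is left with the sum of 1 mouse.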

*Description:* List of genes and their contributions to metagene 2.

*File Name:* Supplementary Data 3

*Description:* List of genes and their contributions to metagene 3.

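Of the 550 genes listed for the metagene of population 3, 544 were found and tested by edgeR in the same way, with the cells assigned on the other part of the genes. At an adjusted p of 0.1, 21.5% were higher in population 3 and none was lower. The fold change was positive for 544 of 544 genes, which is not independent evidence, since the study chose them on the same cells. The number higher was 11 without mouse 1, 38 without mouse 2 and 44 without mouse 3.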

How the deposited data were processed for this re-analysis (not part of the article)

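Single-cell RNA sequencing of donor-derived tdTomato+ SW_HEL_ B cells, sorted on day 5 post-recall, was analysed from the authors' processed files. There were 144 libraries of 1 cell each, from 3 mice, in 9 RNA processing batches and 2 sequencing pools. The imaging, flow cytometry and cell transfer experiments of the paper were not analysed here. The authors aligned the reads to the transcriptome with kallisto, and each file gives an estimated count, an effective length and a TPM value per transcript. The estimated counts were used. They are not normalized, and they include the Sequin spike-ins.

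Each file lists 107368 mouse transcripts and 164 Sequin transcripts. Mouse transcripts were joined to genes through GENCODE M21 on GRCm38. The 1453 transcripts without a match held a median of 0.493% of the counts of a cell. Summed counts were rounded to whole numbers, which gave 34083 genes, 18348 of them with a count in any cell. CPM values were taken over the gene counts, without Sequins, and a pseudocount of 1 was added on the log2 scale. The paper names scater for cell quality control, and its text gives no thresholds. Cells were left out when the log10 of the gene counts or of the genes detected lay more than 3 median absolute deviations below the median, or when the mitochondrial or the Sequin share lay more than 3 above it. In numbers, the bounds were 868714 gene counts, 2135 genes, 17.9% and 43.5%. Median gene counts of the passing cells were 2182460, 1937830 and 2864519 in mice 1, 2 and 3. The libraries carry no molecular identifiers, so intervals and floors cover counting error only. A count of 0 in a library of the median depth does not exclude low expression.

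Cells were assigned by projection on the published metagene weights. Of 1172 listed genes, 1160 were matched by symbol, and 1118 remained after the named and marker genes were removed. The populations are therefore not independent of the paper's own analysis, and comparisons of listed genes used a division of the lists into 2 parts. This division does not remove the dependence, because the study chose the listed genes on the same cells. SC3, BASiCS and Monocle2 were not run here. An SC3-like consensus clustering was written in Python with the genes present in 6 to 94% of cells. NMF used 30 runs of 300 Kullback-Leibler updates, with the cophenetic coefficient taken from the consensus matrix under average linkage at ranks 2 to 6. For the genes detected in at least 10% of cells, ranks 5 and 6 were not run. Seeds were fixed at 20180822.

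Differences between populations were tested on sums of at least 3 cells per mouse and population, after filterByExpr, with the robust option off. Population 2 had no sum in mouse 2. The same mouse gave sums to several populations, and the correlation between sums of 1 mouse, after removal of the population means, ran from -0.033 to 0.014 over the pairs of populations; the mouse was used as a block only in an alternative. Marker lists were tested with limma's camera and fry on voom values. The rule for the genes to be named was fixed before the data were examined, but after the paper's metagene weights had been seen. They are the 24 genes that the paper names in its text, its Supplementary Figure 8 and its flow cytometry and histology, and the 5 genes per population outside the assignment with the largest positive log2 fold change past the threshold, which are known only from the test. Genes with almost no counts outside 1 population are given with CPM and p alone, since their fitted fold change depends on the prior count of edgeR. Differences in the share of populations between mice were tested by permutation with 100000 resamples, or 20000 within a mouse or batch. Shares of cells carry exact Clopper-Pearson intervals at 95%; where no cell reached a level, the upper limit given is 3 cells of the total, which is not a Clopper-Pearson limit. The threshold for cycling genes, 10000 CPM over Seurat's S and G2M genes on thinned counts, was set after the pooled distribution had been seen.

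The chain from counts to calls was tested on simulated data. With a small spread, edgeR called 200 of 200 changed genes with 14 false calls. With no gene changed, it called 0 of 11100 genes and DESeq2 called 198. The projection and NMF each gave 120 of 120 simulated cells their planted population. Each simulated cell was 1 published metagene with added noise, so this recovery says little about mixed cells. In 9 of the 130 real cells, the largest coefficient was under 1.5 times the second. The cophenetic coefficient of simulated cells from 3 planted populations was 0.9948 at rank 2, 1.0000 at rank 3 and 0.9998 at rank 4, and it was 0.5535 at rank 3 with a single planted population. A changed set of 16 genes gave a camera p of 8.31e-22, and an unchanged set gave 0.650.

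Alternatives were set before the data were examined, apart from an assignment without the immunoglobulin genes, which was added later. They changed the cell filter, the assignment, the depth (cells thinned to 1636093 counts), the normalization, the tool, the filter on low counts, the threshold, the mouse block, the immunoglobulin genes, the number of cells per sum and the mice included. The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and Seurat 5.3.0 (gene lists only), and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scanpy 1.11.5.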

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

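Of the tests in this part, those of host B cells, of near-identical V segments and of donor B cells outside the response were chosen after the cells had been seen, and those of reads from other libraries and of resting cells were set before their results were known.

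In 8 of the 130 cells, the heavy chain V segment with the most counts was not *Ighv3-8*, the segment of the transgenic receptor, which led in the other 122. The paper lists other V segments in Supplementary Data 2, for population 2, and the segments that led in these 8 cells are not among them. These cells came from all 3 mice (2, 4 and 2 cells), all fell in population 3, and in all of them *Ighm* and *Ighd* held more than 50% of the heavy chain constant region counts. Their leading segment took between 51.7% and 99.8% of the heavy V counts, at 298 to 1396 CPM, and *Ighv3-8* took at most 1.5%. Reads shared between near-identical segments are argued against, since 0 of the 8 cells were led by another member of the Ighv3 family. Reads assigned to the wrong library of the same pool are argued against as well. Such reads would need another cell of the pool with the segment at a far higher level, and the highest level in another cell was 4.69 times the cell's own. In only 3 of the 8 cells was another cell higher at all, and that cell was itself 1 of the 8. Host B cells in the sort are argued against for 7 cells, in which *Igkv5-43*, the kappa segment that led in most of the 130 cells, held over 25% of the kappa V counts. For the cell in which *Igkv5-43* held 1.39%, a host B cell cannot be told apart from a donor cell with another light chain, because a single cell without both segments would look the same under either. A candidate explanation for all 8 is that they are donor B cells that took no part in the response. It needs them among cells without class switching and outside populations 1 and 2, and 8 of 8 were so placed. The same cells gave the hypothesis and the test. Whether a V segment was replaced in the donor cells was not tested.

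In population 2, 5 of 37 cells had *Igha* as the leading heavy chain constant region, a signal outside the genes that the paper discusses. All 5 came from mouse 1, which gave 29 of the 37 cells. In the others *Ighg2c* led in 27 cells, *Ighg2b* in 3 and *Ighg1* in 2. *Igha* held at least 90.4% of the constant region counts in each of the 5. They lay in 2 RNA batches and in both pools, with 4 cells in pool 3 and 1 in pool 4. A single batch or pool is thus not shared by all of them. In population 3, 1 further cell was led by *Igha*. Whether these cells differ between mice was not tested, and no biological explanation was tested.

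Immunoglobulin genes were among those that assigned the cells. Without them, an alternative chosen after the data had been seen, all 130 cells kept their population. In population 3, 53 of 77 cells had more than 50% of their heavy chain constant region counts from *Ighm* and *Ighd*, in every mouse (12, 27 and 14 cells). The paper leaves the isotype of these cells open. Over the sums, *Ighm* and *Ighd* held 73.9 ± 3.78% (SD, n = 3 mice) of these counts in population 3, 53.0 ± 7.89% (n = 3) in population 1 and 0.577 ± 0.577% (n = 2) in population 2. The share was higher in population 3 than in population 1 in 3 of 3 mice (exact sign-flip test, two-sided p = 0.25, the smallest that 3 mice allow) and higher than in population 2 in 2 of 2 mice (exact p = 0.5, again the smallest). The share in population 1 rests on few cells, since 6 of its 16 cells were led by *Ighm*. As a mean over cells, its *Ighm* and *Ighd* share was 34.15%, against 62.05% in population 3. In the sums, for *Ighm* alone, the order of populations 1 and 3 turned, with 48.0% in population 1 and 43.66% in population 3. *Ighm* alone was lower in population 3 in mouse 2 (47.4% against 52.5%) and mouse 3 (38.0% against 51.0%) and higher in mouse 1 (45.5% against 40.5%). One explanation is resting donor B cells with little RNA, for which a high Sequin share would be a sign. Leaving aside the 8 cells without *Ighv3-8*, the median Sequin share was 16.3% in the 45 other cells without switching, 12.0% in the 24 switched cells and 23.3% in the 8. It lay above that of the switched cells in 3 of 3 mice, and nearer to the 8 cells than to the switched cells in 0 of 3. Resting cells with little RNA therefore cannot be told apart from activated cells that had not switched, since the share lies between both groups and cell size also moves it. Class, and time since activation, are not recorded for these cells.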

How the results depend on the processing

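Of 177 values recomputed under alternatives for the main results, 65 moved by more than the spread between replicates, the counting interval or, for numbers of genes, a factor of 1.5. The others stayed within these bounds. Causes of these moves were not tested, apart from those that an alternative makes by its construction. The lists of GC, plasma cell and MBC markers stayed past their threshold by camera at the preset correlation, and by fry except for the MBC list without mouse 3 (p = 0.0604).

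The cell filter kept 140 cells at 5 median absolute deviations and 141 with fixed minimums. The SC3-like clustering put 45 cells in population 1 and 48 in population 3, NMF of rank 3 put 27 in population 1, and with no filter on cells population 3 held 89.

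Numbers of genes are given here as percent of the genes tested under each alternative. The genes that differ made up 4.67% of all genes and 1.94% of those outside the assignment, and the genes higher in populations 1, 2 and 3 made up 1.46%, 3.50% and 1.23%. In the same order, DESeq2 gave 19.6%, 15.5%, 7.09%, 7.37% and 10.2%, and the mouse as a block gave 2.15%, 0.599%, 0.793%, 1.26% and 0.427%. With at most 5 cells per sum the values were 1.504%, 0.462%, 0.505%, 1.24% and 0.615%. At an adjusted p of 0.05, a stricter threshold by construction, they were 2.95%, 1.06%, 0.933%, 2.04% and 0.619%. With no filter on low counts, which adds genes to the test, 675 genes (3.71%) were higher in population 2 and 239 (1.31%) in population 3. Leaving out each mouse in turn gave 0.567 to 3.37% of genes that differ, 0.107 to 1.23% outside the assignment, and 0.073 to 1.57%, 0.681 to 2.68% and 0.041 to 0.369% higher in populations 1, 2 and 3. Every lowest value came without mouse 1 and every highest without mouse 2. Without mouse 3 the values were 1.26%, 0.251%, 0.184%, 0.835% and 0.368%. Without mouse 1 or 3, population 2 has the sum of 1 mouse, which is assumed to vary like the other groups.

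Of the genes tested from Supplementary Data 1, 2 and 3, the block left 18.1%, 25.2% and 9.19% higher in their population. The SC3-like clustering over genes outside the lists left 10.1% of Supplementary Data 1. Leaving out each mouse gave 5.53 to 36.7%, 18.5 to 40.4% and 2.02 to 8.09%, lowest without mouse 1 in each.

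The cophenetic coefficient was 0.9775, 0.9599 and 0.9633 at ranks 4, 5 and 6, and 0.9919 on the 2000 most variable genes. Leaving out each mouse gave 0.9984 to 1.0000. Ranks 5 and 6 were not run on the genes detected in at least 10% of cells. The ratio of the distances was 1.149 with the SC3-like clustering and 1.573 as gaps in diffusion pseudotime. Under the SC3-like clustering, populations 2 and 3 lay farther apart than the mean of the other pairs. The metagene assignment gave 0.879 with the same Euclidean distances. Pseudotime measures position from 1 root cell, so its gaps cannot show how far apart the populations lie. As a mean over cells, the *Ighm* and *Ighd* share was 62.05% in population 3 and 34.15% in population 1. The share of population 3 was 82.95% with the SC3-like clustering and 43.66% for *Ighm* alone, by which population 1 was higher (48.0%). The share of cells of populations 2 and 3 with cycling genes was 1.961% at the higher threshold, 13.72% at the lower and 29.41% by *Mki67* detected alone.

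For 39 named genes, 578 log2 fold changes were recomputed. Of these 453 kept their direction and their side of the threshold, 95 fell below it, 26 rose past it and 4 reversed. *Cd86* in population 1 was -0.02 without mouse 2, 3.37 without mouse 1 and 3.70 with at most 5 cells per sum. *Cd79a* in population 1 fell to -0.02 with at most 5 cells per sum, and *Cd69* in population 3 fell to -0.80 with the SC3-like clustering and to -0.32 with at most 5 cells per sum. DESeq2 gave no value for 2 genes. With RLE normalization all 39 genes kept their side.

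Cells deep enough to be thinned to one depth kept their population, but the only population 2 cell of mouse 2 was too shallow to be thinned. Without the immunoglobulin genes in the assignment, an alternative chosen after the data had been seen, the 3 populations kept 16, 37 and 77 cells. The number of cells limits population 1, whose sums hold 5 or 6 cells each.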

Differences from the paper's values

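The paper's value of 8190 differentially expressed genes compares with 536 genes here. The paper's test was Bayesian and took cells as replicates, whereas the test here took the mice. Every alternative set before the data were examined also differs from the paper's value, and DESeq2 with 2250 genes comes nearest.

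Medians over single cells in Supplementary Figure 8, read by eye, were compared with medians of log2(CPM + 1). The axis of the figure carries this unit, but its scale could not be settled from the paper, so these gaps are not read as differences in expression. Of 12 medians 7 differ, and 11 lie above those of the figure. The paper's median of *Mki67* in population 1 is about 6.0 in Supplementary Figure 8, and the value here is 9.35; only NMF of rank 3, with 7.56, brings it within the spread. The paper's median of *Xbp1* in population 2 is about 4.0 in Supplementary Figure 8, against 11.95. For *Ighv3-8* in population 2 the paper's is about 2.5 in Supplementary Figure 8, against 13.68. For *Cd79a* in population 3 the paper's is about 1.7 in Supplementary Figure 8, against 12.04. For *Cd38* in population 3 the paper's is about 3.0 in Supplementary Figure 8, against 9.35. For *Ccr6* in population 3 the paper's is about 4.3 in Supplementary Figure 8, against 8.36; with no filter on cells the value is 8.07, within the larger spread there. For *Ly6a* in population 3 the paper's is about 1.9 in Supplementary Figure 8, against 11.11. For the genes other than *Mki67* and *Ccr6*, none of the alternatives set before the data were examined removes the difference. No single change of log base or unit brings the whole series together.

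The paper names *Mki67* and *Ccnb1* for population 1 and *Gpr183* for population 3. These genes were highest in their population here, but the differences did not pass the threshold, with adjusted p of 0.195, 0.126 and 0.231 from edgeR. DESeq2 calls all 3 (0.0192, 0.00184 and 0.0536), as does the SC3-like clustering (0.0952, 0.0094 and 0.0446). In simulated sums with the real spread, however, DESeq2 made 205 false calls beside 63 true ones. The SC3-like population 1 is also another group, of 45 cells, 29 of them from population 3. No filter on low counts calls *Mki67* and *Ccnb1* (0.0389 and 0.00721), NMF of rank 3 calls *Gpr183* (0.0604), at most 5 cells per sum calls *Ccnb1* (0.0943) and leaving out mouse 2 calls *Mki67* and *Ccnb1* (0.0111 and 0.0110). *Jchain*, *Spcs3*, *Xbp1* and *Ccr6*, which the text also names, were called.

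Supplementary Figure 8 draws *Cd79a* and *Cd86* among the genes of metagene 1. In the sums, *Cd79a* was highest in population 3, with 3549 CPM against 1962 in population 1, and passed the threshold there (log2 fold change 1.63, adjusted p = 0.00373 from edgeR). The box plot of *Cd79a* in the figure is also highest in population 3, so the order of the populations is the same there and the difference is to the heading of metagene 1. *Cd86* had 230 CPM in population 3 and 99.8 in population 1, and did not differ for population 1 (adjusted p = 0.757 from edgeR). Over single cells, the median of *Cd86* was highest in population 1, at 1.38.

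The paper describes population 1 as far from the other populations in pseudotime and populations 2 and 3 as close. In diffusion pseudotime, the gap between the medians was 0.0933 for populations 1 and 3, 0.688 for populations 2 and 3 and 0.781 for populations 1 and 2. These gaps compare positions from 1 root cell, so they cannot decide how far apart the populations lie. Distances between mean profiles gave the paper's order in mouse 1, and in mouse 3 populations 1 and 3 were closer (165) than populations 2 and 3 (172).

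The paper chose 3 populations as the most robust by the cophenetic coefficient. Here rank 2 gave 1.0000, as did rank 3, and on the 2000 most variable genes rank 2 was higher than rank 3 (1.0000 against 0.9919).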

Other observations

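In this part, the tests of the RNA batch, the cell filter and the depth behind the shares of population 2, and the splits of the sums, were chosen after the results had been seen.

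Population 2 took 54.7% of the cells of mouse 1 and 2.38% of those of mouse 2. The RNA processing batch is argued against as the whole cause, since shuffling the labels within batches gave a permutation p of 6e-05. Population did not differ detectably between batches within mice (permutation p = 0.155). The sequencing pool is argued against by the same test within pools (permutation p = 1e-05, the smallest that 100000 shuffles can give). The cell filter is argued against, because with no filter on cells the share in mouse 2 was 2.04%. Sequencing depth is argued against as the whole cause, since shuffling the labels within 5 groups of cells with like numbers of gene counts gave a permutation p of 1e-05, again the smallest possible. What differed between the mice, in the time course of their response or in the sort, stays open and was not tested.

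Genes of plasma cells were counted at low levels in cells of the other populations. The median of *Jchain* in population 3 was 24.3 CPM in pool 3 and 12.7 in pool 4. In the population 3 cells of mouse 2, the median of *Igha* was 5.84 CPM in pool 3 and 0.510 in pool 4, where the mean over all passing cells of the pool was 3804 and 1158 CPM. *Ighg2c* went the other way in these cells, from 49.75 CPM in pool 3 to 72.2 in pool 4, with pool means of 21329 and 21476 CPM. Reads assigned to the wrong library of the same pool would raise the low level of such genes where their source is higher. Across 5 genes made by few cells, the low level in mouse 2 and the level in mice 1 and 3 changed between the pools with Pearson's r of -0.53 (exact permutation p = 0.242) and Spearman's rho of -0.40 (exact permutation p = 0.45). Genes are not independent replicates, and 5 genes are too few, so wrong assignment cannot be told apart from low expression or from RNA of other cells.

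Cells past 10000 CPM over 97 cycling genes, at one depth, numbered 15 of 15 in population 1, 4 of 35 in population 2 and 2 of 67 in population 3. In populations 2 and 3 together this is 6 cells (5.88%, 95% exact Clopper-Pearson interval 2.19–12.4). The assignment used 51 of the 97 cycling genes, so that the difference between the populations is in part set by how the cells were assigned. With the SC3-like clustering, 17 of 42 cells (40.5%) of population 1 passed. Whether sequencing depth plays a part in the low share was not settled. The share was 5.26% with no thinning, but CPM values are already divided by the depth. Gene counts alone do not show that a cell divides.

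Splits of the sums cannot show whether chance can be excluded for the genes that differ among the populations, because the cells were put in their populations by their expression before they were summed. Of 100 splits of the 8 sums into groups of the same sizes, only 1, the real one, gave as many as 536 genes, and the next gave 156. Outside the assignment genes, again 1 of 100 splits gave as many as 201, and the next gave 36. For population 1 against all other sums, 1 of 56 splits gave as many as the 37 genes found higher. For population 3 against all other sums, 2 of 56 splits gave as many as 11 genes, the second being the split that sets population 1 apart, with 37.

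In 3 libraries few gene counts were found. A library of mouse 1 in batch 5 had 17193 gene counts with 99.3% of its counts from Sequins. In the others the spike-ins were few as well. Another library of mouse 1, in batch 3, had 3690 counts in all and 2912 gene counts, with a Sequin share of 20.5%, and a library of mouse 2 in batch 7 had 1 count, which was not from a Sequin. All were left out by the cell filter.

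By flow cytometry the paper uses CXCR3 and Sca-1 to tell populations 2 and 3 from population 1. The RNA of *Cxcr3* was lower in population 1 than in the mean of the others (54.3, 265 and 387 CPM in populations 1, 2 and 3; log2 fold change -2.56, adjusted p = 0.0345 from edgeR). *Ly6a*, which encodes Sca-1, did not pass the threshold for population 1 (log2 fold change -1.42, adjusted p = 0.238 from edgeR), and over single cells its median log2(CPM + 1) was 8.96 in population 1 and 7.42 in population 2. *Bcl6* had 7.91, 0.0117 and 1.56 CPM in populations 1, 2 and 3, and population 1 against the mean of the others did not pass the threshold (adjusted p = 0.304 from edgeR).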
